# *Hmga2* is required for canonical WNT signaling during lung development

**DOI:** 10.1186/1741-7007-12-21

**Published:** 2014-03-24

**Authors:** Indrabahadur Singh, Aditi Mehta, Adriana Contreras, Thomas Boettger, Gianni Carraro, Matthew Wheeler, Hector A Cabrera-Fuentes, Saverio Bellusci, Werner Seeger, Thomas Braun, Guillermo Barreto

**Keywords:** Branching morphogenesis, HMGA2, GATA6, Lung development, WNT signaling

## Abstract

**Background:**

The high-mobility-group (HMG) proteins are the most abundant non-histone chromatin-associated proteins. HMG proteins are present at high levels in various undifferentiated tissues during embryonic development and their levels are strongly reduced in the corresponding adult tissues, where they have been implicated in maintaining and activating stem/progenitor cells. Here we deciphered the role of the high-mobility-group AT-hook protein 2 (HMGA2) during lung development by analyzing the lung of *Hmga2*-deficient mice (*Hmga2*^*−/−*^).

**Results:**

We found that *Hmga2* is expressed in the mouse embryonic lung at the distal airways. Analysis of *Hmga2*^*−/−*^ mice showed that *Hmga2* is required for proper cell proliferation and distal epithelium differentiation during embryonic lung development. *Hmga2* knockout led to enhanced canonical WNT signaling due to an increased expression of secreted WNT glycoproteins *Wnt2b*, *Wnt7b* and *Wnt11* as well as a reduction of the WNT signaling antagonizing proteins GATA-binding protein 6 and frizzled homolog 2. Analysis of siRNA-mediated loss-of-function experiments in embryonic lung explant culture confirmed the role of *Hmga2* as a key regulator of distal lung epithelium differentiation and supported the causal involvement of enhanced canonical WNT signaling in mediating the effect of *Hmga2*-loss-of-fuction. Finally, we found that HMGA2 directly regulates *Gata6* and thereby modulates *Fzd2* expression.

**Conclusions:**

Our results support that *Hmga2* regulates canonical WNT signaling at different points of the pathway. Increased expression of the secreted WNT glycoproteins might explain a paracrine effect by which *Hmga2*-knockout enhanced cell proliferation in the mesenchyme of the developing lung. In addition, HMGA2-mediated direct regulation of *Gata6* is crucial for fine-tuning the activity of WNT signaling in the airway epithelium. Our results are the starting point for future studies investigating the relevance of *Hmga2*-mediated regulation of WNT signaling in the adult lung within the context of proper balance between differentiation and self-renewal of lung stem/progenitor cells during lung regeneration in both homeostatic turnover and repair after injury.

## Background

The mouse lung arises from the anterior endoderm and forms during five overlapping phases of lung development: embryonic (embryonic days post coitum (E) 9 to 12.5), pseudoglandular (E12.5 to E16.5), canalicular (E16.5 to E17.5), saccular (E17.5 to post-natal day (P) 5) and alveolar (P5 to P28) [1-3]. At the end of the embryonic phase, primary and secondary lung buds formation has taken place and the embryonic lung consists of one left lobe and four right lobes. From E10.5 to E16.5, the epithelium undergoes branching morphogenesis to form the respiratory (bronchial) tree. In parallel to branching morphogenesis, the airway epithelium differentiates from a morphologically uniform cell population to different specialized cell types, thereby establishing a proximal-distal axis in the developing lung. However, most of the differentiation occurs in the canalicular and saccular phases (E16.5 to P5). The primitive lung epithelium co-expresses several lineage markers including Clara cell-specific 10 kDa protein (*Scgb1a1*, also CC10) and surfactant-associated protein C (*Sftpc*, also SP-C). Later in gestation (E16.5 onwards), *Scgb1a1* is a marker for the proximal epithelium, whereas *Sftpc* expression defines the distal epithelium. In the adult lung these markers are characteristic of distinct cell lineages, *Scgb1a1* of Clara cells and *Sftpc* of alveolar type II cells. Only specific progenitor cells in the adult lung, bronchioalveolar stem cells (BASCs), co-express *Scgb1a1* and *Sftpc*[4].

Several evolutionarily conserved signaling pathways have been implicated in different phases of embryonic lung development. In particular, members of the fibroblast growth factor, bone morphogenetic protein, hedgehog/Gli, epidermal growth factor and wingless secreted glycoprotein (WNT) families have been implicated in lung morphogenesis and epithelial differentiation [2,5-7]. In addition, a well-organized and balanced interplay between these signaling pathways and key transcription factors of lung development, including NK2 homeobox 1 (also known as thyroid transcription factor 1), forkhead box protein A2 (also known as hepatocyte nuclear factor 3-beta) and GATA6, is required for proper lung formation [2,3,7]. GATA6 is the only member of the GATA family of zinc finger transcription factors that is expressed in the distal epithelium of the developing lung [8,9]. GATA6 is essential for branching morphogenesis and regulates differentiation of distal lung epithelium [9,10]. Moreover, GATA6 has been implicated in blocking WNT signaling to control the balance between BASC expansion and lung epithelial differentiation required for both lung development and regeneration [11].

High mobility group AT-hook protein 2 (HMGA2) is a transcription regulator belonging to the family of HMG proteins. HMG proteins are the most abundant non-histone chromatin-associated proteins and regulate gene expression by altering chromatin structure and recruiting other proteins to the transcription regulatory complex [12]. HMGA2 is present at high levels in various undifferentiated tissues during embryonic development and its levels are strongly reduced in the corresponding adult tissues [12,13]. In addition, *Hmga2* expression in adult organs has been implicated in maintaining and activating stem/progenitor cells in different tissues [14,15]. Here, we show that *Hmga2* mRNA levels are high during early stages of lung development, in which cells are undifferentiated, and become reduced and restricted to the distal airways as lung development progresses, coincident with cell differentiation. Analysis of the lung of *Hmga2*-knockout (KO) mice [16] revealed enhanced canonical WNT signaling that led to increased cell proliferation, increased number of progenitor cells and reduced differentiation of the distal airway epithelium. Using a lung explants culture system, we confirmed the causal involvement of WNT signaling mediating the effect of *Hmga2*-loss-of-function (LOF) and showed that *Hmga2* is required for proper branching morphogenesis during the formation of the bronchial tree. Furthermore, we showed that *Hmga2* regulates canonical WNT signaling at different points of the pathway. Increased expression of the secreted WNT glycoproteins might explain a paracrine effect by which *Hmga2*-KO enhanced cell proliferation in the mesenchyme of the developing lung. In addition, HMGA2-mediated direct regulation of *Gata6* is crucial for fine-tuning the activity of WNT signaling in the airway epithelium.

## Results

### *Hmga2* is expressed in the mouse embryonic lung at the distal airways

To verify that *Hmga2* is expressed during lung development, quantitative reverse transcription PCR (qRT-PCR) expression analysis was performed (Figure 1A). *Hmga2* transcript was detected at E11.5, when the primary lung buds have evaginated from the foregut and secondary buds are forming as outgrowths from the primary lung buds. *Hmga2* expression progressively decreased during the pseudoglandular stages of lung development (E12.5 to E16.5). Between the canalicular (E16.5 to E17.5) and initial saccular stages (E17.5 to E18.5), the levels of *Hmga2* transcript increased again. Later in gestation (saccular stages, E18.5 to P5), *Hmga2* expression was further reduced and reached a basal level of expression that was maintained through the alveolar phase (P5 to P28). Thus, *Hmga2* mRNA levels were high during early stages of lung development, in which cells are undifferentiated, and decreased as lung development progressed, coincident with cell differentiation.

**Figure 1:**
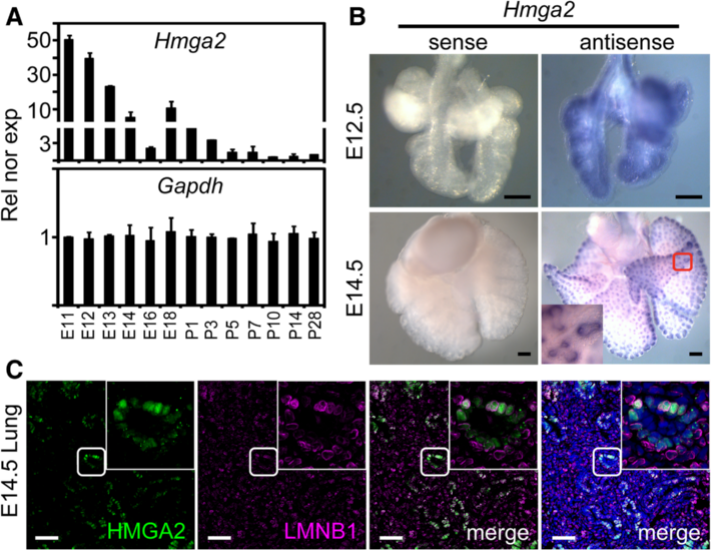
***Hmga2 *is expressed in the mouse embryonic lung at the distal airways. (A)***Hmga2* is expressed during embryonic lung development. *Hmga2* and *Gapdh* expression was monitored by quantitative RT-PCR in mouse embryonic lung at different days post coitum (E11.5 to E18.5) and in mouse lung at different days after birth (P1 to P28). Rel nor exp, relative expression normalized to *Tuba1a*. Error bars show the SEM (*n* = 4). **(B)***Hmga2* is expressed in the mouse embryonic lung at the distal airways. *Hmga2* mRNA was detected in mouse embryonic lung at E12.5 and E14.5 by *in situ* hybridization using an *Hmga2*-specific antisense RNA probe. Sense probe, negative control. Scale bars, 200 μm. Square shows details at higher magnification. **(C)** HMGA2 localized in the cell nuclei of the embryonic lung. Fluorescence microscopy of embryonic lung sections (E14.5) after double immunostaining using HMGA2- and LMNB1-specific antibodies. Nuclear staining with DAPI (blue). Squares as in B. Scale bars, 40 μm.

*In situ* hybridization expression pattern analysis in the embryonic lung at E12.5 (Figure 1B), when branching morphogenesis of the lung bud is proceeding rapidly to establish the future bronchial tree, revealed that *Hmga2* is ubiquitously expressed with higher levels of expression at the tips of the growing lung buds. Interestingly, *Hmga2* expression became restricted to the distal lung endoderm at E14.5. Consistently, immunostaining on sections of the embryonic lung at E14.5 (Figure 1C) supported the presence of HMGA2 in cells of the distal lung endoderm. Co-staining with an antibody specific for the nuclear envelope protein lamin B1 (LMNB1) demonstrated the nuclear localization of HMGA2. The observed expression patterns in embryonic lung suggest a role for HMGA2 in epithelial differentiation.

### *Hmga2* is required for proper differentiation of the distal epithelium during lung development

To determine the role of *Hmga2* during lung development, we analyzed the embryonic lung of *Hmga2*-deficient mice (*Hmga2*^*−/−*^) [16]. At E18.5, when the bronchial tree is complete and the lung tissues are differentiating into different cell types that will constitute the lung after birth, *Hmga2*-KO resulted in a reduced body weight and lung-to-body-wet-weight ratio (Additional file 1: Figures S1A and Figure 2A). Macroscopically, the embryonic lung of *Hmga2*-KO mice at E18.5 had four lobes on the right side and one lobe on the left, indicating that the earliest events during lung development, specification of pulmonary endoderm and primary branching morphogenesis, occurred normally and do not require *Hmga2*. However, histological analysis of the embryonic lung at this stage (Figure 2B) revealed a marked increase of cell density in the *Hmga2*^*−/−*^ mice when compared with the wild-type (WT) mice, suggesting increased cell proliferation. Furthermore, immunostaining on sections of embryonic lung (Figure 2C) using antibodies specific for the epithelial marker pan-cytokeratin (KRT) and the mesenchymal marker vimentin (VIM) showed a broader mesenchyme and an irregularly shaped epithelium in *Hmga2*-KO mice when compared to the WT mice. This suggests an expansion of the mesenchyme at the expense of the epithelium. Consistent with this observation, quantification of KRT-positive cells (Figure 2D, left) showed a decrease from 61.7% to 29.5% (*P* <0.001; *n* = 3), whereas the number of VIM-positive cells (right) increased from 35.7% to 46.3% (*P* <0.001; *n* = 3) in *Hmga2*-KO mice when compared to the WT mice. Immunostaining on sections of embryonic lung showed increased levels of proliferation markers, specifically proliferating cell nuclear antigen (PCNA) and antigen identified by monoclonal antibody Ki 67 (MKI67) (Figure 2E and Additional file 1: Figure S1C), in both the epithelium and the mesenchyme of the *Hmga2*-KO mice, as shown by co-staining with antibodies specific for KRT (left) or VIM (right), supporting our interpretation of the histological analysis. However, quantification of our results (Figure 2D) showed more prominent cell proliferation in the mesenchyme (right), from 3.9% to 43.3% (*P* <0.001; *n* = 3) when compared to the epithelium (left), from 8% to 23.6% (*P* <0.001; *n* = 3). To confirm increased cell proliferation in the embryonic lung after *Hmga2*-KO, we analyzed the expression of cell-cycle progression markers cyclin E1, E2 and D2 (Figure 2F). Expression of these genes increased after *Hmga2*-KO when compared to WT mice, demonstrating elevated cell proliferation.

**Figure 2:**
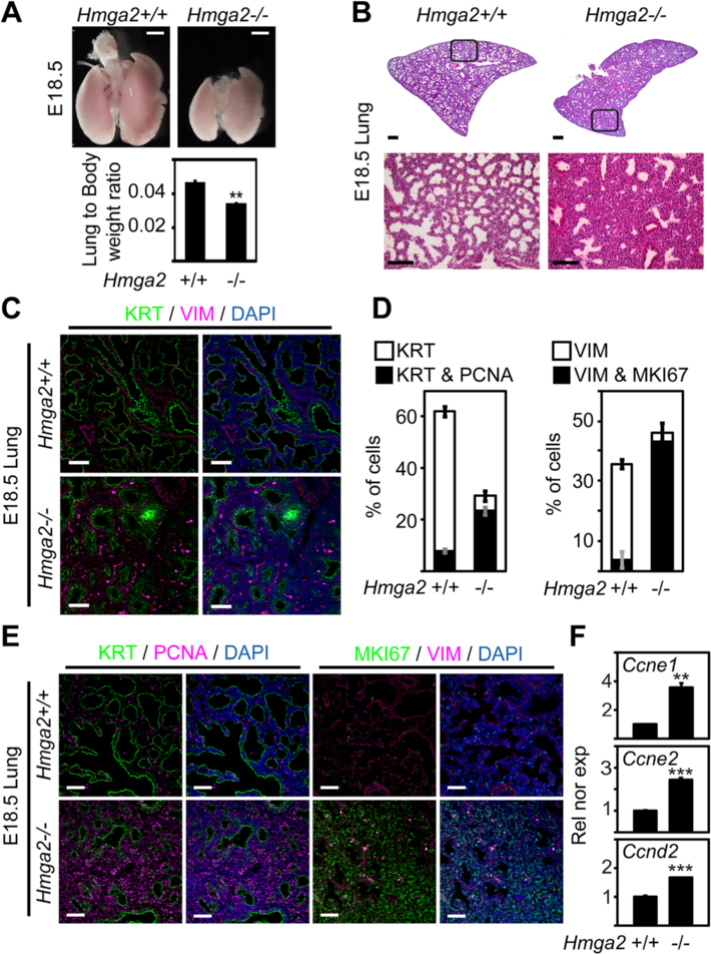
***Hmga2***^***−/−***^**mice embryonic lung showed increased cell proliferation. (A)** Lungs of *Hmga2*-KO (−/−) embryo were smaller (top) and showed a reduced lung-to-body-wet-weight ratio (bottom) when compared to WT (+/+) embryos at E18.5. Scale bars, 1 mm. Error bars show the SEM (*n* = 6). ***P <0.001; **P <0.01; *P <0.05 after one-way analysis of variance. **(B)** Representative of histological analysis using hematoxylin and eosin stain on sections of WT and *Hmga2*-KO embryonic lung at E18.5. Squares are shown at the bottom at higher magnification. Scale bars, 100 μm. **(C)** Sections of embryonic lung (E18.5) of WT and *Hmga2*-KO mice were analyzed by confocal microscopy after double immunostaining using KRT- and VIM-specific antibodies. Nuclear staining with DAPI (blue). Scale bars, 40 μm. **(D)** Quantification of proliferating (PCNA- or MKI67-positive) epithelial (KRT) and mesenchymal (VIM) cells showed increased proliferation in both tissues of *Hmga2-*KO embryonic lung. Sections of embryonic lung (E18.5) of WT and *Hmga2*-KO mice were treated as in E and used for quantification. Error bars show the SEM (*n* = 3). **(E)** Sections of embryonic lung (E18.5) of WT and *Hmga2*-KO mice were analyzed as in C using (left) KRT- and PCNA-specific antibodies or (right) VIM- and MKI67-specific antibodies. Nuclear staining with DAPI (blue). Scale bars, 40 μm. **(F)***Hmga2*-KO enhanced expression of cell-cycle progression markers. Expression analysis of the indicated genes by quantitative RT-PCR in E18.5 lung of WT and *Hmga2*-KO mice. Rel nor exp, relative expression normalized to *Tuba1a*. Error bars show the SEM (*n* = 4). Asterisks as in A.

In addition to cell proliferation, programmed cell death is an important process involved in lung development [17]. Thus, we performed co-staining on sections of embryonic lung (Figure 3A) using antibodies specific for the active form of the apoptosis-related cysteine peptidase, cleaved caspase 3 (clCASP3) and KRT (left) or the mesenchymal marker smooth muscle actin alpha 2 (ACTA2, right). Quantification of clCASP3-positive cells (Figure 3B) showed that whereas the level of apoptosis in the mesenchyme was not significantly affected after *Hmga2*-KO (0.2% in the WT versus 0.3% in the KO), it increased in the lung epithelium of *Hmga2*^*−/−*^ mice from 2.7% to 7.5% (*P* <0.01; *n* = 3), supporting the reduction of epithelium when compared with WT mice. However, since this increase of apoptosis cannot account for the drastic reduction of lung epithelium after *Hmga2*-KO, we examined lung epithelium differentiation by analyzing the expression of proximal, *Scgb1a1*, and distal, *Sftpc*, epithelial markers in the embryonic lung of WT and *Hmga2*-KO mice (Additional file 1: Figure S1B). Whereas *Scgb1a1* expression did not change significantly, *Sftpc* expression was reduced after *Hmga2*-KO, suggesting defects in distal epithelium differentiation. These defects were confirmed by immunostaining on sections of embryonic lung (Figure 3C,D, left) that showed reduced numbers of SFTPC-positive cells from 10.8% to 2.7% (*P* <0.001; *n* = 3) after *Hmga2*-KO when compared with the WT mice. These results were confirmed in lung explants after siRNA-mediated *Hmga2* knockdown (KD) (Additional file 2: Figure S2A). To further investigate these results, we performed immunostaining on sections of embryonic lung using antibodies specific for the distal epithelium progenitor cell marker sex determining region Y-box 9 (SOX9) and PCNA (Figure 3C,D, right). The number of SOX9-positive cells increased from 3.8% to 35.3% (*P* <0.001; *n* = 3) after *Hmga2*-KO when compared with WT mice. Interestingly, most of the SOX9-positive cells in the *Hmga2*-KO lung were proliferating as shown by PCNA co-staining. To summarize, *Hmga2*-KO increased cell proliferation more significantly in the mesenchyme of the embryonic lung, increased apoptosis in the epithelium, and reduced differentiation of the distal airway epithelium by altering the balance between progenitor cell renewal and differentiation. Taking together, our data support that *Hmga2* is required for proper distal epithelium differentiation.

**Figure 3:**
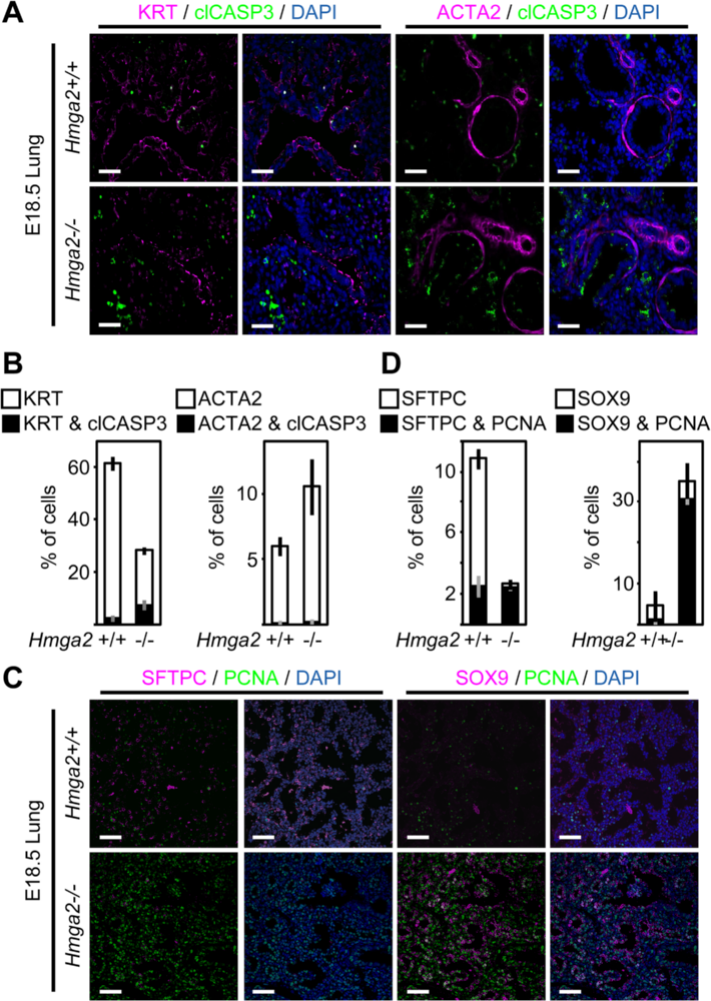
***Hmga2 *is required for proper differentiation of the distal epithelium. (A)** Sections of embryonic lung (E18.5) of WT and *Hmga2-*KO mice were analyzed as in Figure 2C using clCASP3- and KRT- (left) or ACTA2- (right) specific antibodies. Nuclear staining with DAPI (blue). Scale bars, 40 μm. **(B)** Quantification of clCASP3 positive epithelial (KRT) and mesenchymal (ACTA2) cells showed increased apoptosis in epithelial cells of *Hmga2-*KO mice embryonic lung. Sections of embryonic lung (E18.5) of WT and *Hmga2*-KO mice were treated as in A and used for quantification. Error bars show the SEM (*n* = 3). **(C)** Sections of embryonic lung (E18.5) of WT and *Hmga2-*KO mice were analyzed as in Figure 2C using (left) SFTPC- and PCNA-specific antibodies or (right) SOX9- and PCNA-specific antibodies. Nuclear staining with DAPI (blue). Scale bars, 40 μm. **(D)** Quantification of proliferating SFTPC- and SOX9-positive cells showed reduced differentiation and increased proliferation of progenitor cells in the distal epithelium of *Hmga2-*KO mice embryonic lung. Sections of embryonic lung (E18.5) of WT and *Hmga2*-KO mice were treated as in C and used for quantification. Error bars show the SEM (*n* = 3).

### *Hmga2* knockout led to enhanced canonical WNT signaling

Comparison of *Hmga2*^−/−^ with *Hmga2*^*+/+*^ mice by Affymetrix microarray-based expression analysis of embryonic lung (Figure 4A) revealed an increased expression of cell-cycle-related genes, confirming our immunohistological results. 

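Gene expression in embryonic lung at E18.5 was measured on Affymetrix arrays, with 2 biological duplicates of *Hmga2*+/+ (WT) and 2 of *Hmga2*−/− (KO) and 1 array per sample. The titles of both WT samples carry the same group name and differ only in the replicate number. The KO samples carry group names of their own. That the WT arrays come from separate embryos thus rests on their label as biological replicates. The deposited log2 values of 30177 probe sets were made by the authors with RMA in Affymetrix Expression Console, which corrects the background, quantile-normalizes the arrays and summarises the probes of each probe set. They were used without further normalization. The platform's annotation pairs 21789 probe sets with 1 gene symbol and 1621 with several, and 6767 are unnamed here. The brightest probe set with 1 symbol stood for each of 19938 genes. The *Hmga2* probe set, which checks the labels, had log2 values of 9.35 and 9.59 in the WT arrays and of 9.65 and 9.39 in the arrays labelled KO, a log2 difference of 0.051 (standard error 0.16, adjusted p = 0.892 from limma) that turned negative without WT replicate 1 (−0.069) or KO replicate 1 (−0.076). Whether this probe set lies in the deleted part of the gene is not known here, so it does not settle the labels, and directions are given for the arrays as labelled. The paper's western blot (Figure 4C), which was not made from these arrays, shows an HMGA2 band in WT lung and none in *Hmga2*−/− lung. Markers that the paper reports as increased after *Hmga2*-KO by other methods, the cyclins of Fig. 2F, PCNA, MKI67 and SOX9, had genes with higher means in the arrays labelled KO. *Wnt11*, *Wnt7b* and *Wnt2b* (Fig. 4F) had higher means there too, as had *Mycn* and *Bmp4* (Fig. 4D). *Axin2* and *Fgfr2*, also of Fig. 4D, had lower ones, and *Gata6* and *Fzd2*, which the paper shows reduced (Fig. 6B), had higher ones. None of these genes passed limma's test over all genes. The median log2 value was 7.99 and 8.02 in WT replicates 1 and 2 and 8.02 and 7.91 in KO replicates 1 and 2. Across probe sets, the arrays labelled KO correlated with each other at r = 0.998, and the WT arrays at r = 0.987. WT replicate 2 correlated at 0.992 and 0.991 with the arrays labelled KO, and WT replicate 1 at 0.975 and 0.977, so WT replicate 1 stood apart from the other arrays. Genes were compared with limma as KO minus WT, and p values were adjusted by Benjamini and Hochberg's method over all 19938 genes. Gene lists fixed before the data were examined were compared with all other genes by limma's camera at a preset correlation of 0.01. The number of arrays limits the precision, and with 2 arrays against 2 the smallest two-sided p of an exact permutation test is 0.333. Where 1 array was left out, its group kept a lone array. P values and counts of genes from such a setting hold no variation within that group and cannot show which genes pass.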

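Genes of the cell cycle had higher levels in the arrays labelled KO than in the WT arrays. The difference covered both the copying of DNA and the division of cells. All 43 measured genes of S phase, in which DNA is copied, had a higher mean there, with a median log2 difference of 0.88. All 53 measured genes of G2 and M phase, which serve chromosome segregation and cell division, were higher as well, with a median of 0.98. Adjusted over the list alone, 40 S phase genes and 51 G2 and M phase genes rose and none fell. Over all genes tested with limma, 1 S phase gene rose, where 41 had an unadjusted p under 0.05, and 0 G2 and M phase genes rose, where 51 had. The S phase gene that passed was *Hells*, a chromatin remodeler, with a log2 difference of 1.22 (standard error 0.14, adjusted p = 0.0258 from limma). *Pola1*, a subunit of DNA polymerase alpha, had a difference of 0.88 (standard error 0.14, adjusted p = 0.0573). *Cenpf*, a kinetochore protein, had 0.89 (standard error 0.13, adjusted p = 0.0511), and *Mki67*, the antigen Ki 67, 0.71 (standard error 0.13, adjusted p = 0.0780). *Pcna*, the clamp of DNA polymerases, had 0.69 (standard error 0.19, adjusted p = 0.184), and the cyclin gene *Ccne2* 1.1 (standard error 0.32, adjusted p = 0.198). Against all other genes, the shift had an adjusted p of 8.99e-30 for S phase and of 2.92e-34 for G2 and M phase from camera. With an estimated correlation, which was 0.944 and 0.876 in place of the preset 0.01, it had an adjusted p = 0.662 for both. That setting also missed a raised list in simulated data of this design (adjusted p = 0.812). The calls by camera on these lists thus rest on the preset correlation. Fry asks another question, whether the genes of a list move on balance one way, without comparing them with other genes. It called the raised simulated list (adjusted p = 0.0204) and did not call S phase or G2 and M phase (adjusted p = 0.214 for both). Over all alternatives, the adjusted p ran from 1.70e-48 to 0.662 for S phase and from 5.59e-58 to 0.662 for G2 and M phase. Both lists lay lower in WT replicate 1, so that their medians were 1.24 and 1.34 against WT replicate 1 alone and 0.57 and 0.56 against WT replicate 2 alone. The medians were 0.83 and 0.89 without KO replicate 1 and 0.97 and 1.02 without KO replicate 2. Over all genes, 30 S phase and 40 G2 and M phase genes rose without WT replicate 1, and 42 and 51 without WT replicate 2. These counts were 7 and 5 without the dimmest 40 percent of genes, 4 and 2 with cyclic loess and 2 and 2 with each array centred on its median. Without KO replicate 1, 0 genes of either list passed over all genes or adjusted over the list alone, with 12 and 21 at an unadjusted p under 0.05, and without KO replicate 2, 0 passed, with 29 and 34.

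**Figure D1:**
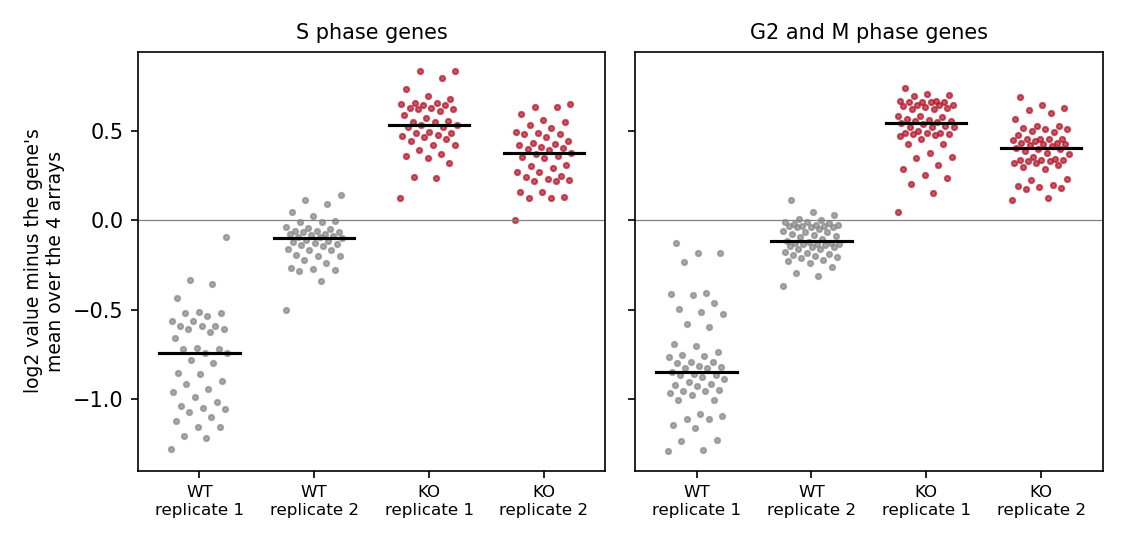
Each point is a measured gene of S phase (left) or of G2 and M phase (right) on 1 array, as its log2 value minus the gene's mean over the 4 arrays, and the bar is the median of the list. WT replicate 1 lies lowest in both lists, WT replicate 2 lies between it and the arrays labelled KO, and the list medians of KO minus WT are 0.88 and 0.98.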

We found that transcripts of genes that are either targets or positive regulators of canonical WNT signaling pathway increased in the embryonic lung of *Hmga2*-KO mice. Furthermore, expression of negative regulators of canonical WNT signaling was reduced in *Hmga2*-KO mice. These results indicate enhancement of canonical WNT signaling after *Hmga2*-KO that was further validated by increased activity of the beta-catenin/T-cell factor (TCF)/lymphoid enhancer factor (LEF) WNT-reporter (BAT-GAL) in embryonic lung of the BAT-GAL:*Hmga2*^*−/−*^ double transgenic mice when compared to BAT-GAL:*Hmga2*^*+/+*^ (Figure 4B). 

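Canonical WNT targets and positive regulators of the pathway differed little between the arrays labelled KO and WT. As groups both lay slightly higher in the arrays labelled KO, with single genes going either way. Of 27 measured targets, 19 had a higher and 8 a lower mean in the arrays labelled KO, with a median log2 difference of 0.12. None passed limma's test over all genes or adjusted over the list alone, and 5 higher and 1 lower had an unadjusted p under 0.05. Of 49 measured ligands, receptors and activators, 28 had a higher and 21 a lower mean, with a median of 0.079. Here *Wnt3a*, a ligand of the canonical pathway, fell, with a log2 difference of −0.94 (standard error 0.13, adjusted p = 0.0381 from limma), and 0 genes rose, over all genes and adjusted over the list alone, with 5 higher and 2 lower at an unadjusted p under 0.05. Among the targets, *Mycn* had a difference of 0.93 (standard error 0.26, adjusted p = 0.182) and *Sox9*, a marker of distal progenitors, of 0.85 (standard error 0.21, adjusted p = 0.149). These differences shrank to 0.53 for *Mycn* and 0.56 for *Sox9* without WT replicate 1. The cyclin gene *Ccnd2* had 0.54 (standard error 0.14, adjusted p = 0.157), and *Nkd1*, a target that acts back on the pathway as an inhibitor, had −0.60 (standard error 0.14, adjusted p = 0.124). *Axin2*, another feedback inhibitor, had log2 values of 9.52 and 9.90 in the WT arrays and 9.74 and 9.61 in the arrays labelled KO. Its difference was −0.034 (standard error 0.17, adjusted p = 0.934), which turned to 0.0061 when each array was centred on its median and ran from −0.22 to 0.15 when 1 array was left out. *Bmp4*, whose groups overlap, had 0.48 (standard error 0.27, adjusted p = 0.447), and *Fgfr2* −0.16 (standard error 0.13, adjusted p = 0.577). Adjusted over the list alone, 2 targets rose and 1 fell with each array centred on its median and with trend and robust, and 4 rose and 1 fell with cyclic loess and without the dimmest 40 percent of genes. In camera, targets were shifted upward at an adjusted p of 0.0160 and ligands, receptors and activators at 0.0439, with an adjusted p = 0.671 for both with an estimated correlation. Over the alternatives tested with camera the adjusted p ran from 0.0137 to 0.671 for targets and from 0.0368 to 0.671 for ligands, receptors and activators. The medians of both lists moved with WT replicate 1, being 0.22 and 0.14 against it alone and 0.021 and −0.0082 against WT replicate 2 alone, and they were 0.055 and 0.0092 without KO replicate 1. The call on targets ended without WT replicate 1 (adjusted p = 0.133), with cyclic loess (0.109) and without the dimmest 40 percent of genes (0.186). The call on ligands, receptors and activators ended without WT replicate 1 (0.402), WT replicate 2 (0.127) or KO replicate 2 (0.0903), with cyclic loess (0.166) and without the dimmest 40 percent (0.244). Over all genes, 3 targets rose and 2 fell without WT replicate 1, and 8 rose and 1 fell without WT replicate 2, where also 11 ligands, receptors and activators rose and 2 fell. The call on *Wnt3a* ended without KO replicate 1 (−0.91, adjusted p = 0.634) or KO replicate 2 (−0.97, adjusted p = 0.921), settings in which limma called 1 and 0 of all genes, with 1057 and 968 at an unadjusted p under 0.05.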

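Negative regulators of canonical WNT signaling went both ways in the arrays labelled KO. Antagonists of the pathway lay on either side. Of 49 measured genes of this kind, 30 had a higher and 19 a lower mean than in the WT arrays, with a median log2 difference of 0.022. None passed limma's test over all genes or adjusted over the list alone, where 3 higher and 3 lower had an unadjusted p under 0.05. The secreted WNT antagonists *Sfrp2* and *Sfrp1* had differences of 0.97 (standard error 0.22, adjusted p = 0.123) and 0.67 (standard error 0.17, adjusted p = 0.161). Without WT replicate 1 the differences were 0.65 for *Sfrp2*, 0.47 for *Sfrp1* and −0.62 for *Nkd1* (−0.60 with all arrays). The difference of *Sfrp2* was 1.30 without WT replicate 2. *Nkd1* and the secreted antagonists *Dkk3* and *Dkk4* had lower means in the arrays labelled KO. *Lrp4*, a receptor of the LDL receptor family, had −0.51 (standard error 0.17, adjusted p = 0.245). *Gata6* had 0.084 (standard error 0.13, adjusted p = 0.772) and *Fzd2* 0.29 (standard error 0.18, adjusted p = 0.494). The difference of *Fzd2* was 0.054 without WT replicate 1 and 0.53 without WT replicate 2. The list was not shifted against other genes, with an adjusted p of 0.159 from camera and of 0.734 with an estimated correlation. Its median was 0.012 without WT replicate 1, 0.054 without WT replicate 2, −0.013 without KO replicate 1 and 0.086 without KO replicate 2. Over all genes, 2 of its members rose and 3 fell without WT replicate 1, and 11 rose and 3 fell without WT replicate 2. With cyclic loess, 2 rose and 1 fell adjusted over the list alone. From the changes it reports in targets, positive and negative regulators on the arrays, the paper reasons that canonical WNT signaling is enhanced after *Hmga2*-KO. It takes the increased activity of the BAT-GAL reporter in double transgenic mice, at an earlier stage than the arrays, as further evidence (Figure 4B). Its western blots and its qRT-PCR of WNT targets are part of its evidence as well.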

Western blot analysis of embryonic lung protein extracts (Figure 4C) showed increased levels of activated-beta-catenin (ABC) and phosphorylation of the WNT co-receptor low-density lipoprotein receptor-related protein 6 (LRP6) [18-20] after *Hmga2*-KO, confirming enhancement of canonical WNT signaling. However, beta-catenin (CTNNB1) has a dual role in both WNT signaling and cell adhesion processes. To confirm enhanced WNT signaling after *Hmga2*-KO, we analyzed the expression of canonical WNT targets, *Axin2, Mycn* (v-myc myelocytomatosis viral related oncogene), *Fgfr2* (fibroblast growth factor receptor 2) and *Bmp4* (bone morphogenetic protein 4) in the embryonic lung (Figure 4D). Expression of canonical WNT targets increased after *Hmga2*-KO when compared to WT mice, demonstrating elevated canonical WNT signaling. Western blot analysis of protein extracts from embryonic lung (Figure 4E) showed increased levels of canonical WNT targets after *Hmga2*-KO, confirming our expression analysis. Our results in the embryonic lung of *Hmga2*^*−/−*^ mice were supported by siRNA-mediated *Hmga2* depletion in the mouse lung epithelial cell line MLE-12 (Additional file 3: Figure S3), which increased the basal transcription of a co-transfected WNT-responsive luciferase reporter (*p3LEF-LUC*) more than twofold when compared to control siRNA (*siCtrl*)-transfected cells. Interestingly, forced expression of *Hmga2* reduced the basal transcription of *p3LEF-LUC*, thereby supporting an *Hmga2*-mediated negative regulation of WNT signaling.

**Figure 4:**
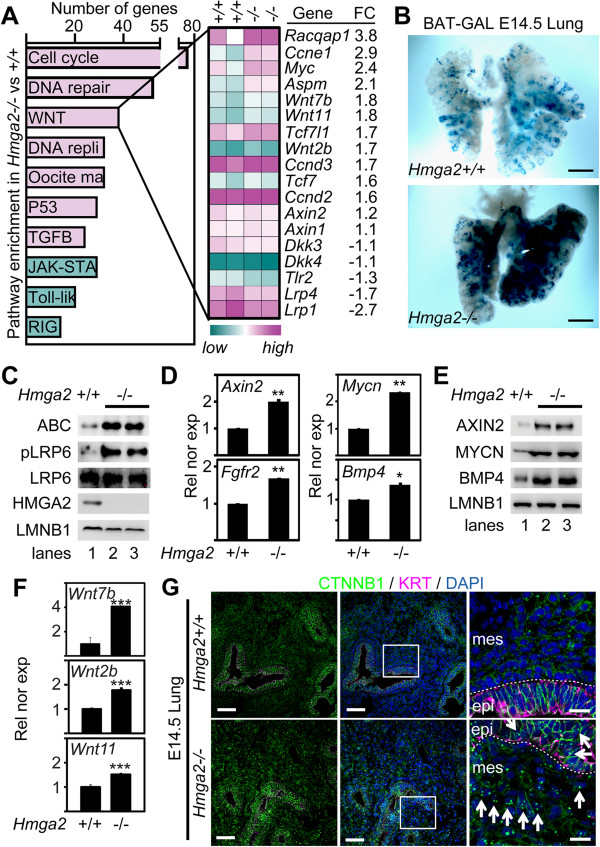
***Hmga2***^**−/− **^**mice embryonic lung showed enhanced canonical WNT signaling. (A)** Enriched cellular pathways (P <0.05) after Affymetrix microarray-based transcriptome analysis of *Hmga2*^−/−^ E18.5 lung when compared to *Hmga2*^+/+^. Left, Kyoto Encyclopedia of Genes and Genomes pathway analysis performed using DAVID bioinformatics tool. Green, reduced expression (fold change <1.2); magenta, increased expression (fold change ≥1.2); repli, replication; ma, maturation; JAK-STA, Jak-STAT signaling; Toll lik, Toll-like-receptor signaling; RIG, RIG-like-receptor signaling. Right, Heat map was done using DNAStar Arraystar 11.0 and represents expression of genes involved in the WNT signaling pathway in *Hmga2*^+/+^ and *Hmag2*^*−/−*^ E18.5 lung. Green, low expression; magenta, high expression; FC, fold change. **(B)***Hmga2*-KO enhanced beta-catenin/TCF/LEF reporter activity in E14.5 lungs of the BAT-GAL transgenic mice. Representative (*n* = 5) BAT-GAL staining (blue color) shows activated WNT signaling. Scale bars, 2 mm. **(C)***Hmga2*-KO increased levels of activated-beta-catenin (ABC) and phosphorylated LRP6 (pLRP6). Protein extracts from WT or *Hmga2*-KO E18.5 lungs were analyzed by western blot using the indicated antibodies. Lanes 2 and 3 are biological duplicates. **(D)***Hmga2*-KO enhanced expression of canonical WNT pathway markers. Expression analysis of the indicated genes as in Figure 2F. **(E)***Hmga2*-KO increased protein levels of canonical WNT pathway markers. Protein extracts were analyzed as in C using the indicated antibodies. **(F)***Hmga2*-KO enhanced expression of secreted WNT glycoprotein genes *Wnt7b*, *Wnt2b* and Wnt11. Expression analysis as in Figure 2F. **(G)***Hmga2*-KO increased nuclear localization of CTNNB1 in cells of the epithelium (epi) and the mesenchyme (mes) of the embryonic lung. Sections of E14.5 lung of WT and *Hmga2*-KO mice were analyzed as in Figure 2C using KRT- and CTNNB1- specific antibodies. Square shows details at higher magnification on the right. Nuclear staining with DAPI (blue). Arrows indicate nuclear CTNNB1. Dashed line shows epithelium-mesenchyme-boundary. Scale bars, 40 and 10 μm (right).

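More genes fell than rose in the arrays labelled KO, and genes of cell division and DNA replication were shifted upward as groups. WNT signaling as a whole was shifted upward by less. Of 19938 genes, 156 passed limma's test at an adjusted p under 0.05, 16 of them higher and 140 lower. The figure's limit of a 1.2-fold change was met by 6076 genes, 2664 higher and 3412 lower, and for 5155 of these both arrays labelled KO lay on the same side of both WT arrays. Over all genes, 49.4% had groups that did not overlap, where chance gives 33.3%. In the Reactome set of the mitotic cell cycle, 380 genes were measured with a median log2 difference of 0.33. Adjusted over the list alone, 66 of them rose and 4 fell, namely *Cdkn2b*, an inhibitor of cyclin-dependent kinases, the proteasome genes *Psmb8* and *Psmb9*, and *Lpin1*, a phosphatidate phosphatase. Only *Cdkn2b* passed over all genes, with a difference of −1.01 (standard error 0.13, adjusted p = 0.0326 from limma). Of 94 genes of DNA replication, with a median of 0.38, 27 rose and *Psmb8* and *Psmb9* fell adjusted over the list alone. Of 122 genes of DNA repair, with a median of 0.24, 23 rose and *Uba7*, *Ube2l6* and *Trim25*, which attach ubiquitin or ubiquitin-like proteins to their targets, fell. Meiosis, with 56 measured genes and a median of 0.26, had 7 genes that rose adjusted over the list alone. Over all genes 0 of these replication, repair or meiosis genes passed limma's test, where 45 higher and 3 lower, 42 higher and 3 lower, and 19 higher and 1 lower had an unadjusted p under 0.05. WNT signaling, with 219 genes and a median of 0.096, and its TCF-dependent part, with 155 genes and a median of 0.13, each held *Wnt3a* as the member that fell and none that rose. TGF-beta signaling, with 62 genes and a median of 0.035, had 0 members that passed, where 4 higher and 3 lower had an unadjusted p under 0.05. Adjusted p values from camera were 2.47e-26 for the mitotic cell cycle, 9.40e-18 for DNA replication, 1.02e-12 for DNA repair, 8.38e-08 for meiosis, 9.84e-05 for WNT signaling, 1.57e-05 for its TCF-dependent part and 0.0272 for TGF-beta signaling. With an estimated correlation, adjusted p = 0.779 for each of these sets, the highest over all alternatives, and the lowest ran from 1.03e-29 for the mitotic cell cycle to 0.0180 for TGF-beta signaling. Against WT replicates 1 and 2 alone, the median was 0.50 and 0.17 for the mitotic cell cycle, 0.62 and 0.20 for DNA replication, 0.42 and 0.10 for DNA repair, 0.40 and 0.14 for meiosis, 0.15 and 0.029 for WNT signaling, 0.22 and 0.043 for its TCF-dependent part and 0.11 and −0.0032 for TGF-beta signaling. Without KO replicates 1 and 2, it was 0.047 and 0.14 for WNT signaling, 0.073 and 0.20 for its TCF-dependent part and 0.0086 and 0.082 for TGF-beta signaling. The list of TGF-beta and BMP signaling written by hand (37 genes, median 0.098, adjusted p = 0.0621 from camera) was not shifted. *Psmb8*, *Psmb9*, *Lpin1*, *Uba7*, *Ube2l6* and *Trim25* were singled out after their values were seen. The count of 156 genes became 1638 without WT replicate 1, 6292 without WT replicate 2, where the balance turned to 3321 higher and 2971 lower, 1 without KO replicate 1 and 0 without KO replicate 2, where 968 genes had an unadjusted p under 0.05. The call on TGF-beta signaling ended without WT replicate 1 (adjusted p = 0.184), WT replicate 2 (0.0583) or KO replicate 2 (0.0715), with cyclic loess (0.721) and without the dimmest 40 percent of genes (0.364). The call on *Cdkn2b* ended without KO replicate 1 (−1.07, adjusted p = 0.525) or KO replicate 2 (−0.95, adjusted p = 0.927).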

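Genes of the JAK-STAT, Toll-like receptor and RIG-I-like receptor pathways were lower as groups in the arrays labelled KO. The genes that fell include receptors of cytokines, sensors of microbes and viral RNA, and a transcription factor of the interferon response. Of 34 measured JAK-STAT genes, with a median log2 difference of −0.30, 1 fell over all genes and 10 fell adjusted over the list alone, and none rose. The gene that passed was *Osmr*, a receptor for oncostatin M, with −1.42 (standard error 0.15, adjusted p = 0.0207 from limma). Of 34 Toll-like receptor genes, with a median of −0.31, 3 fell over all genes and 8 adjusted over the list alone. These 3 were *Irf7*, a transcription factor of the interferon response (−1.53, standard error 0.19, adjusted p = 0.0302), the receptor gene *Tlr8* (−1.04, standard error 0.13, adjusted p = 0.0305) and the chemokine gene *Ccl3* (−0.98, standard error 0.14, adjusted p = 0.0443). Of 18 genes of RIG-I-like receptor signaling, with a median of −0.11, 3 fell over all genes and 6 adjusted over the list alone. Beside *Irf7*, these 3 were the sensors of viral RNA *Dhx58* (−1.21, standard error 0.13, adjusted p = 0.0252) and *Ifih1* (−1.32, standard error 0.15, adjusted p = 0.0261). From camera, the adjusted p was 7.39e-06 for JAK-STAT, 2.70e-06 for Toll-like receptors and 0.0275 for RIG-I-like receptors, and with an estimated correlation adjusted p = 0.662 for all 3 lists. Over all alternatives, the lowest adjusted p was 2.54e-09, 9.98e-10 and 1.27e-04 for these lists and the highest 0.662. Without the dimmest 40 percent of genes, 6 JAK-STAT and 5 Toll-like receptor genes fell adjusted over the list alone, and 1 Toll-like receptor gene fell over all genes. With cyclic loess, 16 JAK-STAT genes fell and 1 rose over the list alone, 3 JAK-STAT genes fell over all genes and 1 RIG-I-like receptor gene rose over the list alone. Over the list alone, 17 JAK-STAT and 16 Toll-like receptor genes fell without WT replicate 1, 14 and 19 without WT replicate 2, 1 and 4 without KO replicate 1 and 0 of either without KO replicate 2, where 3 RIG-I-like receptor genes fell. Over all genes, 14 JAK-STAT, 14 Toll-like receptor and 5 RIG-I-like receptor genes fell and 0 rose without WT replicate 1, where limma's unadjusted p was under 0.05 for 1, 0 and 0 higher, and 14, 15 and 6 fell and 1, 3 and 3 rose without WT replicate 2. In contrast, 0 members passed without KO replicate 1, where 8, 11 and 6 lower had an unadjusted p under 0.05, or without KO replicate 2, where 5, 6 and 4 had. The Reactome sets of Toll-like receptor cascades (91 genes, median −0.037) and of RIG-I and MDA5 (47 genes, median −0.10) were not shifted, with adjusted p values of 0.232 and 0.0634 from camera. In the first, *Irf7*, *Tlr8*, *Cd36* and *Ctss* fell over all genes, and in the second *Irf7* and *Ifih1*, although with trend and robust the call on *Ctss* ended. Markers of myeloid cells moved with these lists, with lower means for 24 of 25 genes of macrophages and monocytes and 15 of 15 of neutrophils, and *Tlr8*, *Ccl3* and *Ctss* are expressed in such cells. Against WT replicate 1 alone the JAK-STAT median was −0.15, and against WT replicate 2 alone −0.34. The median of RIG-I-like receptor signaling was −0.23 without KO replicate 1 and −0.0061 without KO replicate 2, and that of Toll-like receptors −0.37 and −0.21. The call on RIG-I-like receptors ended without WT replicate 2 (adjusted p = 0.0820). The Reactome set of RIG-I and MDA5 passed with cyclic loess (0.00819), with the mean of all probe sets (0.0485), without the dimmest 40 percent of genes (0.00676) and without WT replicate 1 (0.0366) or KO replicate 1 (0.0450). The Toll-like receptor cascades passed with cyclic loess (0.00291) and without WT replicate 1 (0.00130), and over all alternatives the highest adjusted p was 0.779 for RIG-I and MDA5 and 0.989 for Toll-like receptor cascades.

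**Figure D2:**
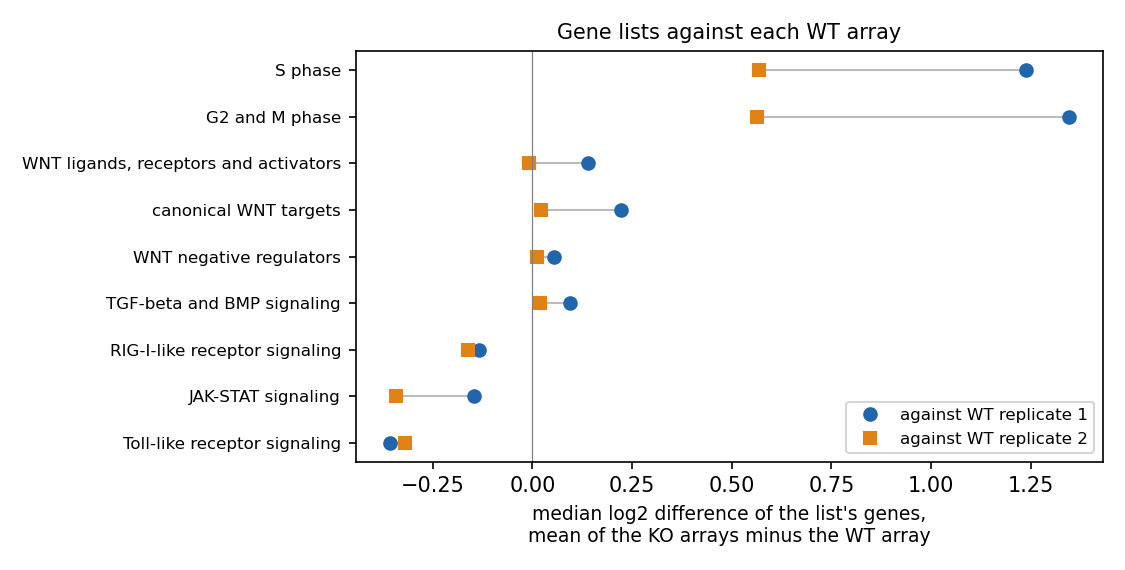
For each gene list, the median log2 difference of its genes is the mean of the arrays labelled KO minus WT replicate 1 (circles) or minus WT replicate 2 (squares). S phase lies at 1.24 and 0.57 and G2 and M phase at 1.34 and 0.56, while the list of WNT ligands, receptors and activators lies at 0.14 and −0.0082, on opposite sides of 0.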

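Of the genes in the heat map, 17 were measured here and *Tcf7* was not analysed here. The genes with the largest positive differences were regulators of cell division and growth. *Racgap1*, which acts in cytokinesis, had log2 values of 9.36 and 10.64 in the WT arrays and 11.29 and 11.30 in the arrays labelled KO, a difference of 1.29 (standard error 0.38, adjusted p = 0.202 from limma). *Ccne1*, the cyclin of S phase entry, had 1.1 (standard error 0.23, adjusted p = 0.109), *Aspm*, a protein of the mitotic spindle, 0.91 (standard error 0.15, adjusted p = 0.0607), and the transcription factor *Myc* 0.83 (standard error 0.25, adjusted p = 0.208). *Tcf7l1*, a TCF/LEF transcription factor, had 0.54 (standard error 0.17, adjusted p = 0.227). *Ccnd3* had 0.34 (adjusted p = 0.505) and *Axin1* 0.10 (adjusted p = 0.714). Without WT replicate 1 the differences were 0.65 for *Racgap1*, 0.45 for *Myc*, 0.33 for *Tcf7l1* and 0.013 for *Ccnd3*. Without WT replicate 2 they were 1.93, 1.20, 0.75 and 0.66. On the negative side, *Lrp1* had log2 values of 12.16 and 10.91 in the WT arrays and 10.72 and 10.74 in the arrays labelled KO, a difference of −0.81 (standard error 0.37, adjusted p = 0.385). Its difference was −0.18 without WT replicate 1 and −1.43 without WT replicate 2. *Lrp4* had −0.51 with all arrays, and −0.31 and −0.71 in these settings. The receptor gene *Tlr2* had −0.55 (standard error 0.13, adjusted p = 0.149), and the WNT antagonist genes *Dkk3* and *Dkk4* had −0.27 (adjusted p = 0.427) and −0.23 (adjusted p = 0.481). Over the 17 genes the median was 0.35, and 0 passed limma's test over all genes, where 8 higher and 2 lower had an unadjusted p under 0.05. Adjusted over the list alone, 7 rose (*Aspm*, *Ccne1*, *Ccnd2*, *Racgap1*, *Myc*, *Tcf7l1* and *Wnt11*) and 2 fell (*Tlr2* and *Lrp4*). *Aspm* passed over all genes with each array centred on its median (adjusted p = 0.0495), with cyclic loess (0.0302) and without the dimmest 40 percent of genes (0.0358). With centring, 1 gene in place of 2 fell adjusted over the list alone. The list was taken from a figure of these same samples, so its direction is not independent evidence. The legend of Figure 4A describes these genes as belonging to WNT signaling. The paper does not state how they were picked among the genes of that pathway. Against other genes, the list had an adjusted p of 0.00725 from camera, and adjusted p = 0.662 with an estimated correlation, and over all alternatives from 0.00220 to 0.662. Its median was 0.64 against WT replicate 1 alone and 0.18 against WT replicate 2 alone. Adjusted over the list alone, 5 rose and 2 fell without WT replicate 1, and 10 rose and 3 fell without WT replicate 2. Over all genes these were 4 and 1, and 10 and 3. With limma 0 passed over all genes or adjusted over the list alone without KO replicate 1, where 2 higher and 1 lower had an unadjusted p under 0.05, or without KO replicate 2, where 3 higher had.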

Enhanced canonical WNT signaling is related to cell proliferation [21-23], correlating with our histological and molecular characterization of the *Hmga2*-KO embryonic lung. Nevertheless, we observed increased cell proliferation in the mesenchyme of embryonic lung after *Hmga2*-KO, although *Hmga2* expression is restricted to the distal epithelium of the embryonic lung. A plausible explanation for these two observations could be that enhanced WNT signaling after *Hmga2*-KO is induced in part by diffusible positive regulators of canonical WNT signaling. Indeed, our Affymetrix microarray-based expression analysis (Figure 4A) showed elevated expression of *Wnt11*, *Wnt7b* and *Wnt2b* in embryonic lung of *Hmga2*^*−/−*^ mice when compared to *Hmga2*^*+/+*^. These results were confirmed by qRT-PCR-based expression analysis (Figure 4F). Furthermore, immunostaining on sections of embryonic lung using CTNNB1-specific antibody (Figure 4G) showed increased translocation of CTNNB1 from the cytoplasm into the nucleus in cells of both the epithelium and the mesenchyme after *Hmga2*-KO, demonstrating elevated canonical WNT signaling in both tissues and explaining hyperproliferation and expansion of the mesenchyme after *Hmga2*-KO.

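The 3 secreted WNT genes *Wnt11*, *Wnt7b* and *Wnt2b* had higher means in the arrays labelled KO, and none of the differences passed limma's test over all genes. *Wnt11* had log2 values of 8.08 and 8.50 in the WT arrays and 8.92 and 8.75 in the arrays labelled KO, a difference of 0.55 (standard error 0.18, adjusted p = 0.241 from limma). *Wnt7b* had 8.27 and 8.82 in the WT arrays and 9.14 and 9.01 in the arrays labelled KO, a difference of 0.53 (standard error 0.20, adjusted p = 0.305). *Wnt2b* had 7.34 and 7.68 in the WT arrays and 8.09 and 7.63 in the arrays labelled KO, so its groups overlap, and its difference was 0.35 (standard error 0.20, adjusted p = 0.454). All 3 genes, which encode secreted ligands, had their lowest value in WT replicate 1. Without WT replicate 1 the differences were 0.33 for *Wnt11*, 0.26 for *Wnt7b* and 0.18 for *Wnt2b*. Without WT replicate 2 they were 0.76, 0.81 and 0.52. Either setting leaves a lone WT array and holds no WT variation, so it cannot show whether these genes pass. For *Wnt2b* the value was 0.12 without KO replicate 1 and 0.58 without KO replicate 2.

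**Figure D3:**
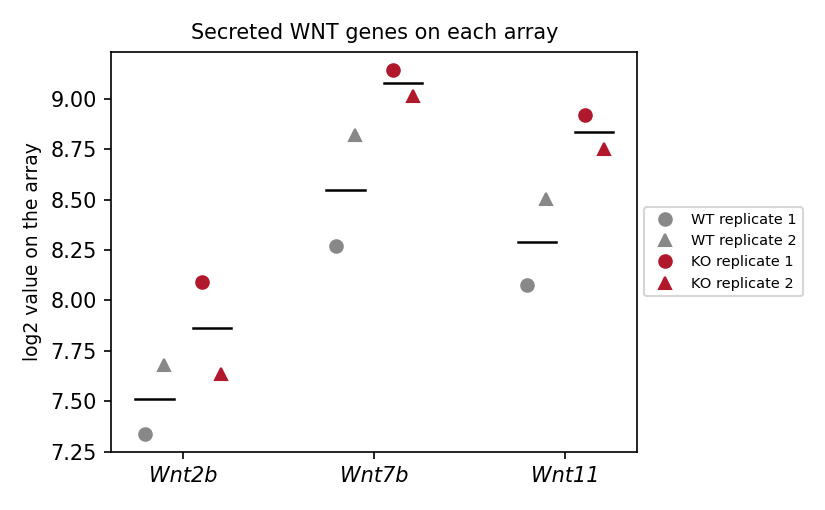
Each point is the deposited log2 value of *Wnt11*, *Wnt7b* or *Wnt2b* on 1 array, and each bar is the mean of the 2 arrays of a group. WT replicate 1 holds the lowest point of each gene, and only for *Wnt2b* does an array labelled KO (7.63) lie below a WT array (7.68).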

To confirm the causal involvement of canonical WNT signaling in mediating the effect of *Hmga2*-LOF, we used an organ explant culture system that mimics the normal embryonic lung development (Additional file 4: Figure S4A,B) [24]. Depletion of *Hmga2* in these organ explants by siRNA treatment (Additional file 4: Figure S4C,D) led to a marked impairment in branching morphogenesis when compared to explants exposed to control siRNA (*siCtrl*) (Figure 5A). These defects during the formation of the bronchial and respiratory tree after *Hmga2*-KD were validated by quantification of the total number of terminal branches and branch length (Figure 5B). When E12.5 lungs were cultured for 72 hours in the presence of a *Hmga2*-specific siRNA (*siHmga2*), the total number of terminal branches was reduced from 58 (*siCtrl*) to 34 (*P* <0.001; *n* = 6), and the branch length from 17 mm (*siCtrl*) to 12 mm (*P* <0.001; *n* = 6). However, treatment of the explants with the secreted canonical WNT inhibitor dickkopf homolog 1 (DKK1) [25] antagonized the defects caused by *siHmga2* (Figure 5A,B), reconstituting the total number of terminal branches to 51 (*P* <0.01; *n* = 6) and the branch length to 14 mm (*P* <0.01; *n* = 6). DKK1 treatment alone also affected branching morphogenesis by blocking WNT signaling as previously described from experiments in embryonic lung explants [26]. Western blot analysis of protein extracts from embryonic lung explants showed increased levels of ABC and phosphorylated LRP6 after *Hmga2*-KD (Figure 5C, lane 4), demonstrating enhanced canonical WNT signaling that was antagonized after DKK1 treatment (Figure 5C, lane 5). The partial rescue of the *Hmga2*-LOF phenotype achieved by DKK1-mediated block of WNT signaling was validated by expression analysis of canonical WNT targets (Figure 5D) and by western blot analysis of protein extracts from embryonic lung explants (Figure 5E). Our data demonstrated the causal involvement of increased WNT signaling in mediating the effect of *Hmga2*-LOF, suggesting a role of *Hmga2* in negative regulation of WNT signaling that was supported by reduced activity of the WNT-responsive *p3LEF-LUC* reporter after *Hmga2* over-expression in MLE-12 cells (Additional file 3: Figure S3).

**Figure 5:**
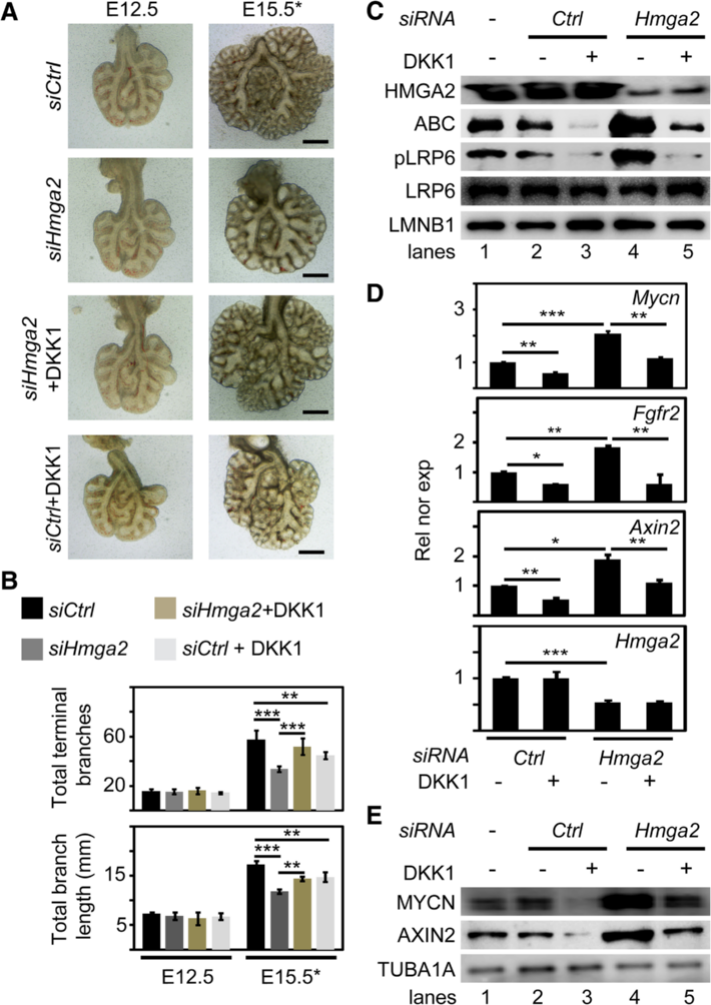
**Inhibition of canonical WNT signaling partially rescued the *Hmga2 *loss-of-function phenotype. (A)** Embryonic lung explants were cultured as in Additional file 4: Figure S4A. Explants were treated with control (*siCtrl*) or *Hmga2*-specific siRNAs (*siHmga2*) together with the canonical WNT inhibitor DKK1 for 72 h till stage E15 equivalent (E15*). Scale bars, 500 μm. **(B)** Terminal branches (top) and total branch length (bottom) were quantified at E12.5 and E15.5* Embryonic lung explants were treated as in A. Error bars show the SEM (*n* = 6). ***P <0.001; **P <0.01; *P <0.05 after one-way analysis of variance. **(C)** Inhibition of canonical WNT signaling antagonized the effect of *Hmga2*-LOF. Protein extracts from the lung explants treated as in A were analyzed by western blot using the indicated antibodies. LMNB1 was used as loading control. **(D)** Expression analysis of the indicated genes by quantitative RT-PCR in embryonic lung explants that were treated as in A. Relative expression normalized to *Tuba1a*. Error bars show the SEM (*n* = 3). Asterisks as B. **(E)** Protein extracts from the lung explants treated as in A were analyzed by western blot using the indicated antibodies. TUBA1A was used as loading control.

### HMGA2 directly activates *Gata6* expression

GATA6 is a transcription factor that is essential for branching morphogenesis and inhibits canonical WNT signaling in the distal epithelium of the lung by transcriptional activation of its downstream target, the canonical WNT-beta-catenin pathway antagonist *Fzd2*[11,27]. The defects observed after *Hmga2*-LOF were similar to the *Gata6*-LOF phenotype (Additional file 2: Figure S2A,B) [9]. Therefore, we investigated whether the enhancement of canonical WNT signaling after *Hmga2*-LOF could involve *Gata6* and *Fzd2*. Immunostaining on sections of embryonic lung (E14.5) using HMGA2- and GATA6-specific antibodies (Figure 6A) showed the presence of both proteins in the same cells of the distal lung endoderm. Interestingly, expression analysis in embryonic lung showed that *Gata6-* and *Fzd2*-transcripts decreased after *Hmga2*-KO when compared to WT mice (Figure 6B). Consistently, siRNA-mediated *Hmga2*-LOF reduced *Gata6* and *Fzd2* expression in embryonic lung explants (Additional file 2: Figure S2B). Western blot analysis of protein extracts from embryonic lung (Figure 6C) showed reduced levels of GATA6 and FZD2 after *Hmga2*-KO, supporting our expression analysis. To investigate the effect of *Hmga2* gain-of-function (GOF) on *Gata6* expression, MLE-12 cells were transiently transfected with *Hmga2* and a plasmid containing the luciferase (*Luc*) reporter gene under the control of the *Gata6* promoter (Figure 6D, top). Forced expression of *Hmga2* increased more than fivefold the basal transcription of the *Gata6-Luc* reporter. In addition, expression of endogenous *Gata6* increased more than twofold after *Hmga2* transfection (Figure 6D, bottom). Consistently, *in silico* analysis of the murine *Gata6* gene (Figure 6E, top) revealed several HMGA2 binding elements near the transcription initiation site. Moreover, chromatin immunoprecipitation assay (ChIP) in MLE-12 cells (Figure 6E, bottom) showed a direct association of endogenous HMGA2 to the endogenous *Gata6* promoter. Thus, we conclude that HMGA2 directly activates *Gata6* gene expression, and the enhanced WNT signaling caused by *Hmga2*-LOF could also be mediated by a reduction of the WNT signaling antagonizing proteins GATA6 and FZD2.

**Figure 6:**
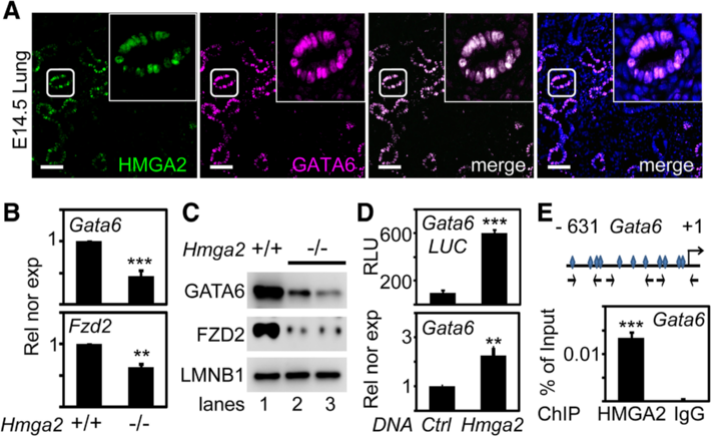
**HMGA2 directly regulates *Gata6 *and thereby modulates *Fzd2 *expression. (A)** HMGA2 and GATA6 co-localized in the nuclei of the same cells of the distal lung epithelium. Fluorescence microscopy of embryonic lung sections (E14.5) after double immunostaining using HMGA2- and GATA6-specific antibodies. Nuclear staining with DAPI (blue). Square shows details at higher magnification. Scale bars, 40 μm. **(B)***Hmga2*-KO decreased expression of *Gata6* and its downstream target gene *Fzd2*. Expression analysis of the indicated genes as in Figure 4D. Rel nor exp, relative expression normalized to *Tuba1a*. Data are presented as mean ± SEM (*n* = 4). ***P <0.001; **P <0.01 after one-way analysis of variance. **(C)** Protein extracts from WT (+/+) or *Hmga2*^*−/−*^ embryonic lung (E18.5) were analyzed as in Figure 4C using the indicated antibodies. **(D)***Hmga2* over-expression increased *Gata6* transcription. Top, Luciferase reporter assays of MLE-12 cells transiently transfected with a *Gata6*-*Luc* reporter plasmid and control (*Ctrl,* empty vector) or *Hmga2* expression construct. RLU, relative light units. Bottom, *Gata6* expression was monitored by quantitative RT-PCR in MLE-12 cells treated as above. Rel nor exp, relative expression normalized to *Gapdh*. Data are presented as mean ± SEM (*n* = 4) and asterisks as in B. **(E)** Endogenous HMGA2 binds to the endogenous *Gata6* promoter. Top, *in silico* analysis of the *Gata6* gene (-631 to +1 base pairs relative to transcription initiation site) revealed several HMGA2 binding elements (squares). Arrows, position of the primers used for ChIP. Bottom, ChIP of the *Gata6* promoter using HMGA2-specific antibody or IgG (negative control). ChIP, chromatin-immunoprecipitation assay; IgG, immunoglobulin G. Data are presented as mean ± SEM (*n* = 4) and asterisks as in B.

To show the requirement of *Gata6* in *Hmga2*-mediated regulation of WNT signaling, we transfected MLE-12 cells with *Hmga2* after siRNA-mediated *Gata6*- or *Fzd2*-depletion (Figure 7A). Expression analysis showed that *Hmga2*-GOF increased the levels of *Gata6* and *Fzd2* but reduced the levels of canonical WNT targets *Mycn*, *Axin2* and *Bmp4*, confirming a role of *Hmga2* in inhibition of canonical WNT signaling. Interestingly, *Gata6*- or *Fzd2*-depletion antagonized the effect of *Hmga2-*GOF on both groups of markers analyzed, indicating the requirement of *Gata6* and *Fzd2* for the negative regulation of WNT signaling mediated by *Hmga2*.

**Figure 7:**
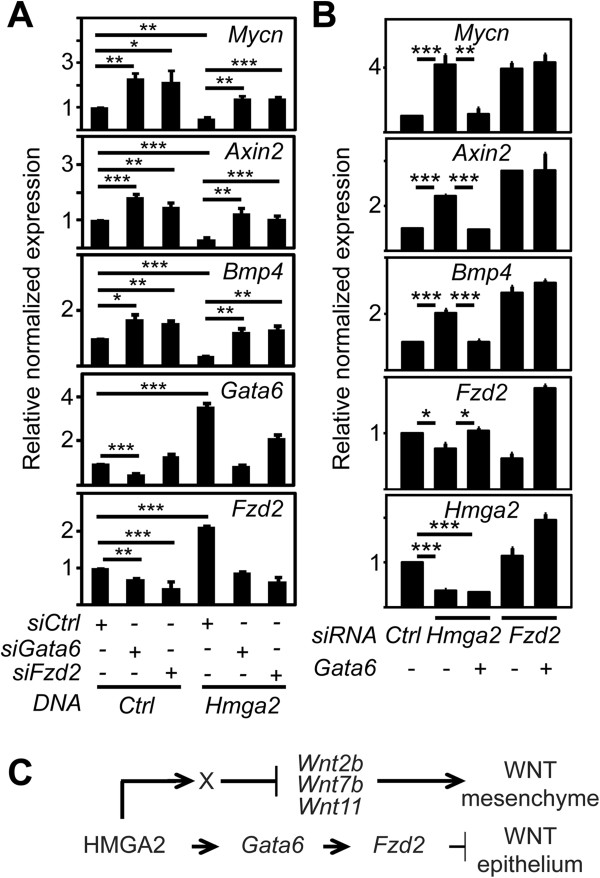
***Hmga2 *acts upstream of *Gata6 *in WNT signaling regulation. (A)***Gata6* and *Fzd2* are required for the effect of *Hmga2* GOF on expression of WNT targets. Expression analysis of the indicated genes by quantitative RT-PCR in MLE-12 cells that were transfected with either control (*Ctrl*) or *Gata6*- or *Fzd2*-specific siRNA and *Hmga2* expression plasmid as indicated. Data are presented as mean ± SEM (*n* = 4). ***P <0.001; **P <0.01; *P <0.05 after one-way analysis of variance. **(B)***Gata6-*GOF rescued the effect of *Hmga2*-LOF on expression of WNT targets. Expression analysis of the indicated genes by quantitative RT-PCR in MLE-12 cells that were transfected with either control (*Ctrl*) or *Hmga2*- or *Fzd2*-specific siRNA and *Gata6* expression plasmid as indicated. Data are presented as mean ± SEM (*n* = 4) and asterisks as in A. **(C)** Model. *Hmga2* regulates WNT signaling at different points of the pathway. Regulation of the secreted WNT glycoproteins (*Wnt2b*, *Wnt7b* and *Wnt11*) mediates the paracrine effect on the mesenchyme of the embryonic lung. In addition, HMGA2-mediated regulation of *Gata6* is a key process in fine-tuning the activity of canonical WNT signaling in developing airway epithelium. X, unknown transcription factor.

To determine the causal involvement of *Gata6* in *Hmga2*-mediated regulation of WNT signaling, we transfected MLE-12 cells with *Gata6* after siRNA-mediated *Hmga2*- or *Fzd2*-depletion (Figure 7B and Additional file 3: Figure S3B). Expression analysis showed that *Hmga2*- and *Fzd2*-LOF enhanced the expression of canonical WNT targets, supporting our previous expression analysis in the embryonic lung of *Hmga2*-KO mice and as expected from WNT signaling antagonizing genes. Interestingly, *Gata6* transfection compensated the effect of *Hmga2*-LOF, but not of *Fzd2*-LOF. Our data indicate that *Gata6* acts downstream of *Hmga2* and upstream of *Fzd2* in negative regulation of WNT signaling (Figure 7C).

## Discussion and conclusions

We showed that *Hmga2* is expressed in the embryonic mouse lung at the distal airways. *Hmga2* mRNA levels were high during early stages of lung development, in which cells are undifferentiated, and decreased as lung development progressed, coincident with cell differentiation. Interestingly, we detected a slight increase of *Hmga2* expression at E18.5 that matches with the establishment of a bipotent progenitor cell population in the distal epithelium [28]. Our data correlate with previous reports where HMGA2 was shown to be present at high levels in various undifferentiated tissues during embryonic development and in strongly reduced levels in the corresponding adult tissues [12-15].

*Hmga2*-KO induces a pygmy phenotype due to reduced expression of insulin-like growth factor 2 mRNA binding protein 2 (*Igf2bp2*) [15,16,29]. Prior to our study, the lung of *Hmga2*^*−/−*^ mice had not been analyzed. Detailed analysis of *Hmga2*^*−/−*^ mice showed that *Hmga2* is required for distal epithelium differentiation during embryonic lung development. *Hmga2*-KO led to enhanced canonical WNT signaling due to an increase of secreted WNT glycoproteins as well as a reduction of the WNT signaling antagonizing proteins GATA6 and FZD2, thereby supporting that *Hmga2* regulates WNT signaling at different points of the pathway (Figure 7C). The causal involvement of canonical WNT signaling in mediating the effect of *Hmga2*-LOF was demonstrated by the DKK1-induced rescue of *Hmga2*-LOF in embryonic lung explants (Figure 5A-E). HMGA2-mediated regulation of *Gata6* seems to be a key process in fine-tuning the activity of canonical WNT signaling in airway epithelium. The sequential order of events suggested in our model (Figure 7C) in which *Hmga2* acts upstream of *Gata6* is strongly supported by the fact that HMGA2 directly regulates *Gata6* (Figure 6A-E) as well as by the *Gata6*-mediated rescue experiments of *Hmga2*-LOF in MLE-12 cells (Figure 7B). Since HMGA2 regulates the transcription of its target genes by modulating the chromatin structure and by recruiting other proteins to the transcription regulatory complex [12], the scope of our future work will be to investigate in detail the mechanism of HMGA2-mediated transcriptional regulation of the *Gata6* promoter.

*Hmga2*-KO increased cell proliferation not only in the lung epithelium, where *Hmga2* is expressed, but also in the mesenchyme, suggesting a paracrine effect that could be explained by increased expression of the secreted components of WNT signaling. Since HMGA2 is known to activate transcription, the increased expression of *Wnt2b*, *Wnt7b* and *Wnt11* after *Hmga2*-KO suggest the participation of a transcription inhibitor that could block the expression of these secreted components of WNT signaling and whose expression could be regulated by HMGA2 (Figure 7C). Identification of this unknown mediator of HMGA2 will be the scope of future studies. Interestingly, analysis of the *Wnt7b* promoter showed that deletion of the region between -1,005 bp and -829 bp relative to the second transcription start site significantly increased the basal transcription activity of a *Wnt7b*-luciferase reporter [30], suggesting that the binding element of a putative transcription inhibitor was deleted in this construct.

The phenotypes of *Hmga2*- and *Gata6*-LOF in embryonic lung explants are very similar (Additional file 2: Figure S2A,B) [9]. However, the milder phenotype observed in the embryonic lung of *Hmga2*-KO mice when compared either with the *Gata6*-KO or the phenotype induced after *Hmga2*-KD in embryonic lung explants might be explained by redundancy in the function between *Hmga2* and *Hmga1*, another member of the HMG protein family. *Hmga1* transcript was reduced after *Hmga2*-LOF (Additional file 4: Figure S4C) but not affected in the *Hmga2*-KO mice (Additional file 1: Figure S1B). *Hmga1* might compensate the *Hmga2*-KO, thereby avoiding lethality at early embryonic stages, as is the case after *Gata6*-KO [31,32], or soon after birth due to defects in the lung, as is the case after lung epithelium-specific ablation of *Gata6*[11]*.* In addition, the expansion of the mesenchyme in the embryonic lung after *Hmga2*-KO and the apparent increase of epithelium in embryonic lung explants after *Hmga2*-KD might be explained by the differences of both LOF systems. In the transgenic approach, *Hmga2*-LOF takes place soon after fertilization and affects lung development from the initial stages of lung bud formation; in the explant culture, the LOF starts at E12.5, thereby reducing the rather indirect effect on the mesenchyme and making the effect on the epithelium more dominant. Analysis of the lungs in inducible and conditional double transgenic mice (*Hmga2*^*−/−*^:*Hmga1*^*−/−*^) would test these hypotheses and should be the scope of future studies.

*Hmga2* expression is positively regulated by transforming growth factor beta 1 signaling [33]. In addition, our data show that *Hmga2* antagonizes canonical WNT signaling. Therefore, it will be of interest to determine a potential opposing effect between these two signaling pathways in establishing the proximal-distal axis during branching morphogenesis and lung epithelium differentiation in the developing lung. *Hmga2* might play a crucial role on the interplay between these signaling pathways.

Organ regeneration requires a proper balance between self-renewal and differentiation of tissue-specific progenitor cells. Canonical WNT signaling has been implicated in different regenerative processes including zebrafish tail regeneration, zebrafish cardiac regeneration and expansion of anterior heart field progenitors in mammals [34,35]. Moreover, canonical WNT signaling is activated upon lung epithelial regeneration, and enhanced WNT activity caused by lung epithelium-specific ablation of *Gata6* led to a premature and increased number of BASCs [11]. BASCs represent one of several regional progenitor cell populations in the adult lung and are responsible for regeneration of bronchiolar and alveolar epithelium during homeostatic turnover and in response to injury [4,36]. Our study suggests the possible role of *Hmga2* in the adult lung controlling the balance between BASC expansion and differentiation. Our results are the starting point for future studies in which the relevance of *Hmga2*-mediated regulation of WNT signaling might be investigated in the adult lung within the context of proper balance between differentiation and self-renewal of lung stem/progenitor cells and lung regeneration during both homeostatic turnover and repair after injury. Characterization of the regulatory mechanisms controlling the proper balance between expansion and differentiation of lung stem/progenitor cells will have a profound impact on our understanding and treatment of lung disease.

## Methods

### Animal experiments

Mouse work was performed in compliance with the German Law for Welfare of Laboratory Animals. The permission to perform the experiments presented in this study was obtained from the Regional Council (Regierungspräsidium in Darmstadt, Germany). The numbers of the permissions are IVMr46-53r30.03.MPP04.12.02 and IVMr46-53r30.03.MPP06.12.01. Animals were killed for scientific purposes according to the law mentioned above, which complies with national and international regulations.

C57BL/6 and *Hmga2*^*+/−*^ mice (stock # 002644, Jackson Laboratories) [37] were obtained from Charles River Laboratories (Germany) at 5 to 6 week of age. BAT-GAL transgenic reporter mice (also called beta-catenin/TCF/LEF reporter transgenic mice) were obtained as a gift from Prof. Stefan Liebner [38]. BAT-GAL:*Hmga2*^*−/−*^ double transgenic embryos were obtained by crossing heterozygous BAT-GAL:*Hmga2*^*+/−*^ mice. Animals were housed and bred under controlled temperature and lighting (12/12-hour light/dark cycle), fed with commercial animal feed and water *ad libitum*. All experiments were performed with mouse embryonic lungs. Timed-pregnant C57BL/6 WT mice were killed at indicated time points; embryonic lungs were isolated according to standard methods and whole-mount *in situ* hybridization was performed as described [39] with minor modifications. Briefly, to synthesize digoxigenin-labeled RNA probes, *pcDNA3-mHmga2* plasmid (gift from Prof. Peter Grouse) [40] was linearized, and UTP-digoxigenin (Roche) substituted antisense RNA probes were transcribed with T7 RNA polymerase. Sense RNA probes as negative control were transcribed with SP6 RNA polymerase.

### Embryonic lung explants culture

Lungs of timed-pregnant C57BL/6 WT mice were dissected from the embryos at E12.5 and cultured for 72 hours till E15.5 equivalent (E15.5*) as previously reported [24]. The explants were treated with 3 μM siRNAs against *Hmga2* (Applied Biosystems, Silencer Select siRNAs, Assay ID s67600), scrambled siRNA (negative control, *Ctrl*) (Sigma, MISSION siRNA Universal Negative Control, SIC001) or 200 nM of mouse recombinant DKK1 (R&D Systems, 5897-DK-010) following a similar protocol as previously described [9,41-44]. The siRNA and protein treatments were renewed every 24 hours. After 72 hours, the lungs were checked for morphological changes by standard microscopy techniques and harvested for RNA (QIAGEN RNeasy Micro Kit) and protein isolation. The images were used to determine the total number of terminal bud branches and for quantification of total branch length as described [45].

### Cell culture transfection assays

Mouse lung epithelial cells (MLE-12, ATCC CRL-2110) were cultured following the supplier’s instructions. MLE-12 cells were transiently transfected either with 40 nM *siCtrl* (negative control; AM4611, Ambion), 40 nM *siGata6* (L-065585-00, Dharmacon), 20 nM *siFzd2* (s81164, Applied Biosystems), 20 nM si*Hmga2* (s67600, Applied Biosystems) and/or *pcDNA 3.1(A)-Hmga2-myc/His* or *pCMV6-entry-Gata6-flag/myc* or *pBL* (Ctrl) as indicated using Lipofectamine 2000 transfection reagent (Invitrogen) at a ratio of 1:2 DNA:Lipofectamine. Cells were harvested 48 hours later for further analysis.

The proximal 631 bp *Gata6* promoter was amplified and cloned into the pGL4basic vector to generate *pGL4-Gata6* promoter luciferase vector. Dual-luciferase reporter assays (Promega) were performed as described [46] following transient transfection of MLE-12 cells in 96-well plates with 20 nM effector siRNAs and a total of 100 ng DNA per well, containing 15 ng effector plasmid, 15 ng *pGL4-Gata6* promoter or *p3LEF-LUC* luciferase reporter plasmid, 1 ng *Renilla* luciferase reporter plasmid and 69 ng pBluescript. Each sample was performed in triplicate. Each experiment was repeated at least three times.

### Affymetrix microarrays, quantitative PCR and ChIP assays

Total RNA was isolated with RNeasy® plus mini kit (Qiagen) and quantified using a spectrophotometer. Affymetrix microarray-based transcriptome analysis of *Hmga2*^−/−^ and *Hmga2*^*+/+*^ embryonic lung (E18.5) was performed and analyzed as described [47]. Kyoto Encyclopedia of Genes and Genomes pathway enrichment based analysis of dysregulated pathways in *Hmga2*^−/−^ versus *Hmga2*^*+/+*^ was done using DAVID software [48] and generation of fold change and Heat map were performed using DNAStar Arraystar 11.0. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [49] through accession number [GEO:GSE55340] (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55340).

The High Capacity Reverse Transcription kit (Applied Biosystems) was used for synthesis of cDNA from total RNA. Quantitative real-time PCR reactions were performed using SYBR® Green on the Step One plus Real-time PCR system (Applied Biosystems). The PCR results were normalized with respect to the housekeeping gene for tubulin alpha 1a (*Tuba1a*) or glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*).

ChIP analysis of the mouse *Gata6* promoter was performed as described [50] with slight modifications. Briefly, MLE-12 cells were cross-linked by 1% formaldehyde for 10 minutes, lysed, and sonicated with Diagenode Biorupter to an average DNA length of 500 to 600 bp. After isolation, the soluble chromatin was immunoprecipitated with immunoglobulin G (control, Santa Cruz) or HMGA2-specific antibody (sc-30223; Santa Cruz Biotechnology). Reverse cross-linked immunoprecipitated chromatin was subjected to qPCR using the primers listed in Additional file 5: Table S1.

### Immunohistochemistry

For paraffin-embedded mouse embryonic lung tissue, lungs were fixed overnight in 1% paraformaldehyde at 4°C, dehydrated over a graded series of alcohol, and paraffin embedded. Sections of 4 μm were prepared on a microtome (Leica). Antigen retrieval was performed by microwave heating for 8 minutes using 1 mM EDTA (pH 8) or 1 mM citrate buffer (pH 6). For cryosections of mouse lung tissue, lungs were harvested and embedded in polyfreeze tissue freezing medium (Polysciences). Sections of 10 μm were prepared on a cryostat (Leica). Sections were post-fixed in 4% paraformaldehyde for 10 minutes. Antibody staining was performed following standard procedures. All incubations and washes were performed with histobuffer containing 3% bovine serum albumin and 0.2% Triton X-100 in 1× phosphate-buffered saline, pH 7.4. Non-specific binding was blocked by incubating with donkey serum and histobuffer (1:1 (v/v) ratio) for 45 to 60 minutes. The sections were then incubated with primary and secondary antibodies for 60 minutes followed by nuclear staining. The sections were examined with a confocal microscope (Zeiss) or fluorescent microscope (Leica). Antibodies used were specific against HMGA2 (BioCheck), LMNB1 (Santa Cruz), GATA6 (R&D system), cadherin 1 (Abcam), VIM-Cy3 (Sigma), PCNA (Santa Cruz), MKi67 (Abcam), KRT (Dako and Sigma), Pro-SFTPC (Millipore), SOX9 (Santa Cruz), ABC (Millipore), CTNNB1 (Abcam), ACTA2-Cy3 (Sigma) and clCASP3 (Cell Signaling). Secondary antibodies used were Alexa 488, Alexa 633 and Alexa 555 (Invitrogen). DAPI (Invitrogen) were used as nuclear dye.

Paraformaldehyde-fixed and paraffin-embedded lung tissue sections were stained with hematoxylin and eosin and used for the lung morphology analysis. Figures were elaborated following a color scheme recommended to make them visible and easy to interpret by people with all types of color vision [51,52].

### Western blot

Western blotting was performed following standard protocols and using antibodies specific for HMGA2 (Biocheck and Santa Cruz), TUBA1A (Sigma), GATA6 (R&D system), FZD2 (Abcam), active-beta-catenin (ABC, Millipore), LRP6 (Cell signaling), phosphorylated LRP6 (Cell signaling), AXIN2 (Abcam), BMP4 (Millipore), MYCN (Santa Cruz) and LMNB1 (Santa Cruz). Immunoreactive proteins were visualized with the corresponding horseradish peroxide-conjugated secondary antibodies using the Super Signal West Femto detection solutions (Thermo Scientific). Signals were detected and analyzed with Luminescent Image Analyzer (Las 4000, Fujifilm).

### Statistical analysis

In total, the lungs of six *Hmga2*^*−/−*^ mice were analyzed using different techniques. The lungs of six *Hmga2*^*+/+*^ were used as control because the heterozygote *Hmga2*^*+/−*^ mice presented a mild phenotype. With the exception of the Affymetrix array-based expression analysis, the experiments were performed at least three times and the samples in each experiment were analyzed in triplicates. The Affymetrix array-based expression analysis was performed one time using biological duplicates. Statistical analyses were performed using Excel Solver. All data are represented as mean ± SEM. One-way analyses of variance (ANOVA) were used to determine the levels of difference between the groups and *P* values for significance.

## Abbreviations

BASC: bronchioalveolar stem cells; bp: base pairs; ChIP: chromatin imunoprecipitation; GOF: gain of function; KD: knockdown; KO: knockout; LOF: loss of function; qRT-PCR: quantitative reverse transcription polymerase chain reaction; siRNA: short interfering RNA; WT: wild type; E15.5*: E15.5 equivalent.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Luc-assays, western blots, *in situ* hybridization and ChIPs were performed by IS; immunohistochemistry by IS and AM; RT-PCR by IS, GB, AM and AC; embryonic lung explants culture by AM, IS, MW and GC; Affymetrix microarray-based expression analysis by TB and AC; TB, MW, HACF, TBr, WS, SB and GC were involved in study design; GB and IS designed the study, analyzed data and wrote the manuscript. All authors discussed the results and commented on the manuscript. All authors read and approved the final manuscript.

## Authors’ information

All affiliations in Germany are members of the Universities of Giessen and Marburg Lung Center (UGMLC) and the German Center of Lung Research (DZL).

## Supplementary Material

Additional file 1: Figure S1 Characterization of embryonic lung in *Hmga2*^−/−^ mice. **(A)** Top, *Hmga2*^−/−^ mouse embryos at E18.5 were smaller than WT embryos. Main interval of the scale is equivalent to 1 cm. Bottom, *Hmga2*^−/−^ embryo showed 40% body wet weight reduction when compared to WT embryos. Data are represented as mean ± SEM (*n* = 3). ***P <0.001; **P <0.01; *P <0.05. **(B)** Expression analysis of the indicated genes by qRT-PCR in embryonic lung (E18.5) of WT and *Hmga2*^*−/−*^ mice. Rel nor exp, relative expression normalized to *Tuba1a*.; *Scgb1a1*, secretoglobin 1A1 also known as CC10; *Sftpc*, surfactant-associated protein C also known as SPC. Error bars, SEM (*n* = 4). Asterisks as in A. **(C)** Sections of embryonic lung (E18.5) of WT (+/+) and *Hmga2*^*−/−*^ mice were analyzed by confocal microscopy after double immunostaining using (left) MKI67- and CDH1-specific antibodies or (right) PCNA- and VIM-specific antibodies. Nuclear staining with DAPI (blue). Scale bars, 40 μm. Click here for file

Additional file 2: Figure S2 *Hmga2* and *Gata6* loss-of-function in embryonic lung explants led to a marked impairment of airway epithelial differentiation due to enhanced canonical WNT activity. **(A)***Hmga2*-KD in lung explants led to dilated airways and resulted in lung epithelial differentiation defects. Phenotype of *Gata6*-KD in lung explants was similar to the *Hmga2*-KD. Top, embryonic lungs were explanted and cultured until E15.5* as in Additional file 4: Figure S4A. Explants were treated with control (*siCtrl*), *Hmga2*- (*siHmga2*) or *Gata6-* (*siGata6*) specific *siRNAs*. Scale bars, 500 μm. Bottom, sections of treated explants were analyzed by confocal microscopy after immunostaining using either SFTPC- or with ABC-specific antibodies as indicated. Nuclear staining with DAPI (blue). ABC, activated-beta-catenin. Scale bars, 40 μm. **(B)***Hmga2* or *Gata6* knockdown enhanced expression of canonical WNT pathway markers and reduced *Fzd2* expression. Expression analysis of the indicated genes as in Additional file 4: Figure S4C. Gene expression normalized to *Tub1a1. Fzd2*, *frizzled homolog 2*; *Fgfr2*, *fibroblast growth factor receptor 2*. Error bars, SEM (*n* = 4). ***P <0.001; **P <0.01; *P <0.05. Click here for file

Additional file 3: Figure S3 *Hmga2* depletion increased the transcription of a WNT-responsive reporter whereas *Hmga2* forced expression reduced it. **(A)** Luciferase reporter assays of MLE-12 cells transiently transfected with a *p3LEF-LUC* reporter plasmid and control (*Ctrl*) or Hmga2 specific siRNA (siHmga2); or *Hmga2* expression construct; or treated with lithium chloride (LiCl, positive control). Error bars, SEM (*n* = 3). **(B)***Gata6-*GOF rescued the effect of *Hmga2*-LOF on expression of WNT targets. Expression analysis of the indicated genes by qRT-PCR in MLE-12 cells that were transfected with either control (*Ctrl*) or *Hmga2*- or *Fzd2*-specific siRNA and *Gata6* expression plasmid as indicated. Data are represented as mean ± SEM (*n* = 4). ***P <0.001; **P <0.01; *P <0.05. Click here for file

Additional file 4: Figure S4 *Hmga2* loss-of-function in embryonic lung explants led to a marked impairment of airway epithelial differentiation due to enhanced canonical WNT activity confirming the results obtained in *Hmga2*^*−/−*^ mice. **(A)** Schematic diagram of embryonic lung explant culture experiments. Mice embryonic lungs were explanted at E12.5, cultured for 72 hours until E15.5* and harvested for gene expression analysis and immunostaining. Scale bars, 500 μm. **(B)** Embryonic lung explant cultures mimic the normal embryonic lung development. Expression analysis of the indicated genes by qRT-PCR in embryonic lungs (E12.5, E15.5) and in explanted lungs (E15.5*) as in A. Rel nor exp, relative expression normalized to *Tub1a1*. Data are represented as mean ± SEM (*n* = 4). **(C)** s*iRNA*-mediated *Hmga2*-LOF was efficient in lung explants. Embryonic lungs were explanted and cultured until E15.5* as in A. Explants were treated with control (*siCtrl*) or *Hmga2*-specific (*siHmga2*) *siRNAs*. Expression of the indicated genes was analyzed by qRT-PCR. Rel nor exp, relative expression normalized to *Tub1a1*. Error bars, SEM (*n* = 4). ***P <0.001; *P <0.05. **(D)** Lung explants were treated with *siRNAs* as in C. Protein extracts of treated explants were analyzed by western blot using HMGA2-, ABC- or TUBA1A-specific antibodies. **(E)***Hmga2*-KD enhanced the activity of the beta-catenin/TCF/LEF reporter in lung explants of the BAT-GAL transgenic mice. Lung explants of BAT-GAL mice were cultured as in A. Explants were treated with control (*siCtrl*) or *Hmga2*-specific siRNAs (*siHmga2*) or with lithium chloride (LiCl, positive control). Beta-galactosidase staining was performed with the treated explants to detect activated WNT signaling (blue color). Scale bars, 500 μm. Click here for file

Additional file 5: Table S1 Oligonucleotide sequences used for real-time qPCR and ChIP. Click here for file

# Supplementary material for: Hmga2 is required for canonical WNT signaling during lung development
**Source:** BMC Biol. 2014 Mar 24;12:21. doi: 10.1186/1741-7007-12-21
**Supplement:** Additional file 5: Table S1 — Oligonucleotide sequences used for real-time qPCR and ChIP.

**Supplemental table 1. Oligonucleotide sequences used for real-time quantitative PCR and ChIP.**

| **Gene** | **Primer sequence** | |
| --- | --- | --- |
| ***Hmga2*** | **Forward 1** | **5’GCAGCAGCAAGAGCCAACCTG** |
|  | **Reverse 1a** | **5’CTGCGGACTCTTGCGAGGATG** |
|  | **Reverse 1b** | **5’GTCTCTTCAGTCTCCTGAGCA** |
|  | **Reverse 1c** | **5’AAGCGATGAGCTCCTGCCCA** |
| ***Gapdh*** | **Forward** | **5’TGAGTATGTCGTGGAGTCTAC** |
|  | **Reverse** | **5’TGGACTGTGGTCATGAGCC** |
| ***Tuba1a*** | **Forward** | **5’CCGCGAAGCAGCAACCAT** |
|  | **Reverse** | **5’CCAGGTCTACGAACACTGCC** |
| ***Axin2*** | **Forward** | **5’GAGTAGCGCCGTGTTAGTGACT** |
|  | **Reverse** | **5’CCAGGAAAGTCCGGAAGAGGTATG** |
| ***Fgfr2**** | **Forward** | **5’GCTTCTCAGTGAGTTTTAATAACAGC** |
|  | **Reverse** | **5’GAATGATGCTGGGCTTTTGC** |
| ***Mycn**** | **Forward** | **5’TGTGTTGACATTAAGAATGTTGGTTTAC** |
|  | **Reverse** | **5’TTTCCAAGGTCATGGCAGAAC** |
| ***Bmp4**** | **Forward** | **5’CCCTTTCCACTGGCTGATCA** |
|  | **Reverse** | **5’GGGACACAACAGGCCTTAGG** |
| ***Wnt 2b*** | **Forward** | **5’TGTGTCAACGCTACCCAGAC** |
|  | **Reverse** | **5’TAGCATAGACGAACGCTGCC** |
| ***Wnt 11*** | **Forward** | **5’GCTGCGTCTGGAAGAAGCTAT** |
|  | **Reverse** | **5’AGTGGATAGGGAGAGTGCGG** |
| ***Wnt7b*** | **Forward** | **5’ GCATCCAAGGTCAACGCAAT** |
|  | **Reverse** | **5’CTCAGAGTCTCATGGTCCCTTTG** |
| ***Fzd2*** | **Forward** | **5’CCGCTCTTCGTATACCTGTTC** |
|  | **Reverse** | **5’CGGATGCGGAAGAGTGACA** |
| ***Gata6*** | **Forward** | **5’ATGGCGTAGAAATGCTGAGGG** |
|  | **Reverse** | **5’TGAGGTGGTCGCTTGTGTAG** |
| ***Hmga1*** | **Forward** | **5’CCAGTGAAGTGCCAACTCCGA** |
|  | **Reverse** | **5’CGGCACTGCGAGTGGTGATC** |
| ***Scgb1a1*** | **Forward** | **5’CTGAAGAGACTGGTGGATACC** |
|  | **Reverse** | **5’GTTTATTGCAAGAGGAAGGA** |
| ***Sftpc*** | **Forward** | **5’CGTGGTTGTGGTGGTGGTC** |
|  | **Reverse** | **5’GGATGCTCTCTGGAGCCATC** |
| ***Gata6***  **(ChIP)** | **Forward 1** | **5’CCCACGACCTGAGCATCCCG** |
|  | **Reverse 1** | **5’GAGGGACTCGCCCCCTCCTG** |
|  | **Forward 2** | **5’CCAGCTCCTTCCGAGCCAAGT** |
|  | **Reverse 2** | **5’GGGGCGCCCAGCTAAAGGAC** |
|  | **Forward 3** | **5’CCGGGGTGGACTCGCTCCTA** |
|  | **Reverse 3** | **5’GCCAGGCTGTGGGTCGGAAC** |
| ***Gata6 promoter***  **cloning** | **Forward** | **5’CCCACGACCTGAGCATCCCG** |
|  | **Reverse** | **5’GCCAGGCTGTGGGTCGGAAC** |

*****[Zhang et al., 2008](#_ENREF_32).

How the deposited data were processed for this re-analysis (not part of the article)

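RNA from embryonic lung at E18.5 was measured on Affymetrix arrays in 2 biological duplicates of *Hmga2*+/+ and 2 of *Hmga2*−/−, 1 array per sample. The paper states that the array analysis was performed once. The deposited log2 values are summaries of 30177 probe sets that the authors made with RMA in Affymetrix Expression Console, as the submitters' processing notes name them, without versions. RMA corrects the background, quantile-normalizes the arrays and summarises probes by median polish. The sorted values of the arrays used here differ by at most 0.362, so the columns are close to a common distribution and not identical. The annotation release behind the values is not given in the sources used here. The values carry no call of signal over background, and the number of arrays limits the precision.

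Probe sets were named through the platform's annotation, which gives 1 gene symbol for 21789, several for 1621 and none for 6767, which are unnamed here. The brightest probe set by its mean over all arrays stood for a gene with several. Among the resulting 19938 genes, 19856 matched the RefSeq table of assembly GRCm38.p6 by Entrez ID, and 0 symbols differed. Of 999 genes with several probe sets, 9 had probe sets past 1.2-fold in opposite directions. Gene length was used for 18556 genes in the check on WT replicate 1, and no coordinates are given here. *Tcf7*, *Igf2bp2*, *Hmga1* and *Gapdh*, which the paper names, were not analysed here.

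Arrays were grouped by genotype from their labels, and the difference is always KO minus WT as labelled. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, residual degrees of freedom 2, prior degrees of freedom 4.42) and adjusted by Benjamini and Hochberg's method over all genes at a threshold of 0.05. Genes past a 1.2-fold change, the limit in the legend of Figure 4A, were counted without a test. Gene lists were tested with camera at a preset correlation of 0.01, adjusted within 2 families: 39 lists written by hand and 18 Reactome sets from the mouse collection in fgsea 1.28.0. A list was tested with at least 5 measured genes. Camera called 23 and 12 of them, camera with an estimated correlation 0 and 0, and fry 2 and 0. In each family 1 list, counted in these totals, is not reported here. The paper's enrichment used KEGG pathways in DAVID, and KEGG sets were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

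Genes named in the text are *Hmga2* and every measured gene the paper names, the 10 with the largest difference in each direction among those past the threshold with groups that do not overlap, up to 4 members of each list described with the smallest p, and genes that a check turns on. Other genes are named where a count was 5 or fewer, and these were chosen after their values were seen.

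The alternatives were the replicate number as a block, centring each array on its median, cyclic loess, leaving out the dimmest 40 percent of genes, the mean of all probe sets of a gene, eBayes with trend and robust, leaving out each array in turn, a threshold of 0.10, limma's treat against 1.2-fold, and for lists an estimated correlation and fry. A crossed pairing of the replicate numbers and comparisons of single arrays with the same number were added after the values were seen. Leaving out 1 array leaves a group with a lone array, which is then assumed to vary like the other group. P values and counts of genes in these settings hold no variation within the group of the lone array.

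The code was tested on simulated data for 2 arrays against 2 with 19938 genes. Of 100 genes changed by a log2 of 1, 93% were called, and of 100 changed by 2, 99%, and 18 of the 210 genes called were unchanged ones. These rates do not carry over to the arrays. There, S phase (median 0.88) had 1 of 43 genes called and G2 and M phase (median 0.98) had 0 of 53. A raised simulated list had an adjusted p of 5.97e-38 from camera, 0.812 from camera with an estimated correlation and 0.0204 from fry, and each called 0 of 200 random lists. The estimated correlation thus misses even a raised list in this design, so a call that it does not make cannot decide on the stability of a result. The calls at the preset correlation of 0.01 rest on that value. In the data the estimate was 0.944 for S phase and 0.876 for G2 and M phase. With groups of 2, other splits of the samples were not counted.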

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

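The tests on WT replicate 1 alone, on cyclic loess, on the mesenchyme genes, on the microRNA probe sets and on the ventricular genes were chosen only after the results were seen.

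The paper reports reduced *Sftpc* expression and fewer SFTPC-positive cells, and several signals lie in genes that it does not discuss. Genes of alveolar type II cells and surfactant had a median log2 difference of −0.68 and genes of alveolar type I cells −0.67 in the arrays labelled KO. Genes of the interferon response had a median of −1.04. *Chil1*, a chitinase-like protein of the alveolar type II list, had −5.75, and the surfactant protein gene *Sftpd* −3.07. *Oasl2*, an interferon-induced gene, had −2.27. *Lum*, a proteoglycan of the extracellular matrix, had 2.05, and *Nppa*, a natriuretic peptide of atrial muscle, had 1.78. *Chil1* no longer passed limma's test without KO replicate 2 (adjusted p = 0.0521), and the other genes named here no longer passed when either KO replicate was left out, although their differences stayed of similar size: without KO replicate 1 and 2 they were −5.97 and −5.53 for *Chil1*, −2.89 and −3.26 for *Sftpd*, −2.44 and −2.11 for *Oasl2*, 1.92 and 2.18 for *Lum* and 1.57 and 1.99 for *Nppa*. Over all genes limma called 1 and 0 in these settings, with 1057 and 968 at an unadjusted p under 0.05.

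The 96 measured genes of S phase or of G2 and M phase were higher in the arrays labelled KO by a median of 0.95. WT replicate 1 alone does not account for this, because the median against WT replicate 2 alone was 0.57 with 96 of 96 genes above it, nor does a compressed signal range that cyclic loess can remove, because the median after it was 0.89 (SD of the genes 0.28). A smaller share of alveolar epithelial cells would raise genes of the mesenchyme about as much, and their median was 0.0035 (SD 0.49). Delayed lung maturation is a candidate explanation that stays open: 20 genes chosen from general knowledge as falling late in gestation, 5 of which also stand in other lists, had medians of 0.62 and 0.27 against WT replicates 1 and 2, and 19 chosen as rising late had −0.41 and −0.46. Whether such a delay would come from the genotype or from the age of the embryos was not tested.

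WT replicate 1 stands apart from the other arrays, with a score of −42.3 on the first principal component, which holds 74.6% of the variance, against −4.05 for WT replicate 2 and 24.3 and 22.1 for the arrays labelled KO. A bias with gene length is argued against by Spearman's rho of 0.025 across genes, which are not independent replicates, between length and the difference of the WT arrays. A more advanced embryo would raise late rising genes in WT replicate 1, and their median against WT replicate 2 was −0.17 (standard error 0.078). Late falling genes, at −0.22 (standard error 0.088), lay lower as that explanation needs. S phase and G2 and M phase genes were lower too, at −0.65 and −0.71. Brighter genes in general had medians of −0.14 to −0.21 in this comparison, so the late genes do not stand apart from them. The late genes therefore cannot decide on the age of the embryo. Another make-up of its RNA may contribute, since the 300 microRNA probe sets lay above the protein-coding genes by a median of 0.48 in this array against WT replicate 2, with medians of 0.41 for microRNA, 0.14 for long non-coding RNA and −0.077 for protein-coding genes. No biological explanation other than age was tested for it.

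Genes of atrial and pulmonary vein muscle were higher in the arrays labelled KO, with a median of 0.72 over 9 genes, of which *Nppa*, *Hcn4* and *Tbx20* passed limma's test and 5 also stand in the list of cardiac and skeletal muscle, and the muscle sleeves of pulmonary veins within the lung express such genes too. Ventricular muscle carried over would raise its own abundant transcripts. The 6 ventricular genes, 4 of which also stand in other lists, had a median of −0.078 (SD 0.28), which lies below 0.72 by more than their spread. The condition on the spread was set after the values were known. *Myl2* had log2 values of 6.38 and 6.39 in the WT arrays and 6.41 and 6.33 in those labelled KO. These levels lie little above the dimmest genes, so *Myl2* shows little by itself. Atrial wall carried over cannot be told apart from pulmonary vein muscle. *Bmp10*, which marks atrial wall, had a difference of −0.018, and although a bound set beforehand would have excluded atrial wall at this value, that bound was wrong, because *Bmp10* lies near the floor at a mean of 5.31, brighter than only 10.6% of genes. More pulmonary vein muscle in these lungs is not excluded and was not tested.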

How the results depend on the processing

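The crossed pairing was chosen only after the result was seen. Under those alternatives to scaling, dim filter, probe set and variance that gave a value, 35 of 48 list shifts and 106 of 127 genes kept their direction and their side of the threshold (6 of the list shifts and 10 of the genes had no value under the dim filter), the median log2 difference of all genes ran from −0.051 to 0.034, and the share of higher calls, 10.3%, became 20.9% with cyclic loess and 24.6% without the dimmest 40 percent of genes. The 156 genes called (16 higher, 140 lower) became 457 (107 and 350) at a threshold of 0.10, 335 (70 and 265) with cyclic loess, 301 (74 and 227) without the dimmest 40 percent and 52 (2 and 50) with treat against 1.2-fold, and the higher calls became 27 with each array centred on its median and 25 with trend and robust; the stricter test and the 11963 genes tested in place of 19938 are part of these settings, and otherwise the cause was not tested. Of 3412 genes lower past 1.2-fold, the dim filter left 1821. When 1 array was left out, the lone array was assumed to vary like the other group, and calls ranged from 0 to 6292 (0 to 3321 higher, 0 to 2971 lower) and genes past 1.2-fold from 4069 to 9234 (1199 to 4557 higher). All 156 calls remained without WT replicate 1 or 2, and none changed sign. The deposited values give no signal over background, so what dim probe sets can show is limited by an unknown amount, and the number of arrays, 2 per group, limits the precision.

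With an estimated correlation every call by camera ended (0 of 39 and 0 of 18 lists), as it also did for a raised list in simulated data. The ended calls therefore cannot decide on stability, and the calls themselves rest on the preset correlation of 0.01. The adjusted p was 0.662 for S phase (median 0.88), G2 and M phase (0.98), JAK-STAT (−0.30), Toll-like receptors (−0.31), RIG-I-like receptors (−0.11), the heat map genes (0.35) and interferon response (−1.04). It was 0.671 for WNT ligands, receptors and activators (0.079) and canonical WNT targets (0.12), and 0.434 for alveolar type II (−0.68) and type I cells (−0.67). It was 0.779 for the Reactome sets of mitotic cell cycle (0.33), DNA replication (0.38), DNA repair (0.24), meiosis (0.26), WNT (0.096), TCF-dependent WNT (0.13) and TGF-beta (0.035). Fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, is not a test of the same shift, and it called none of these lists apart from alveolar type II (adjusted p = 0.0220) and type I cells (0.0481): adjusted p = 0.214 for the cell-cycle, JAK-STAT, Toll-like and RIG-I-like lists, 0.128 for interferon response, 0.420 for the heat map genes, 0.570 for targets, 0.707 for ligands, receptors and activators, 0.508 for mitotic cell cycle, DNA replication, DNA repair and meiosis, 0.599 for WNT and TCF-dependent WNT, and 0.649 for TGF-beta.

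The cause of the following changes was not tested. With cyclic loess, *Cdh1* (−0.066), *Ctnnb1* (−0.0094), *Lrp6* (−0.037) and *Tuba1a* (−0.037) turned negative, as did mesenchyme and fibroblasts (−0.037), calls ended for canonical WNT targets (0.088), ligands, receptors and activators (0.045) and Reactome TGF-beta (0.015), and calls began for Reactome RIG-I and MDA5 (−0.11) and Toll-like receptor cascades (−0.075). Without the dimmest 40 percent, calls ended for targets (0.12), ligands, receptors and activators (0.11) and Reactome TGF-beta (0.046), the Reactome set of RIG-I and MDA5 passed (−0.11), and the test on erythroid cells turned (−0.020). The Reactome set of RIG-I and MDA5 also passed with the mean of all probe sets (−0.10). With trend and robust, TGF-beta and BMP signaling passed (0.098). With each array centred, *Axin2* turned positive (0.0061).

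With 1 array left out, the ranges were −0.0082 to 0.14 for WNT ligands, receptors and activators, 0.021 to 0.22 for canonical WNT targets, −0.23 to −0.0061 for RIG-I-like receptors, −0.15 to −0.015 for Reactome RIG-I and MDA5, −0.13 to 0.040 for Toll-like receptor cascades, −0.0032 to 0.11 for Reactome TGF-beta, −0.29 to 0.070 for dissection stress and −0.14 to −0.076 for erythroid cells. For genes they were 0.12 to 0.58 for *Wnt2b*, 0.26 to 0.81 for *Wnt7b*, 0.33 to 0.76 for *Wnt11*, −0.076 to 0.18 for *Hmga2*, −0.22 to 0.15 for *Axin2*, −0.0025 to 0.067 for *Lrp6*, −0.044 to 0.077 for *Cdh1*, −0.50 to 0.060 for *Tgfb1* and −0.013 to 0.11 for *Tuba1a*.

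The replicates share only a number: across genes, the difference between the WT arrays correlated with that between the arrays labelled KO at −0.24. With the replicate number as a block, 602 genes were called (241 higher, 361 lower), including the 156. The calls on WNT ligands, receptors and activators (0.079), liver (−0.17) and cartilage (0.098) ended and Reactome RIG-I and MDA5 passed (−0.10). Over all genes, 22 S phase and 29 G2 and M phase genes rose and 17 interferon genes fell, 1 canonical WNT target (3 adjusted over the list alone), 1 negative regulator and 3 heat map genes rose, and 2 JAK-STAT genes fell (6 over the list alone). Of the genes examined singly, 18 began to pass: *Mycn*, *Ccne1*, *Ccne2*, *Racgap1*, *Aspm*, *Lmnb1*, *Bmp7*, the WNT antagonist *Sfrp2*, *Pola1*, *Tyms*, *Exo1*, *Cenpf*, *Cenpe*, *Myl7* and *Tnni1* higher, and *Clec4n*, *Tyrobp* and *Ddx58* lower. The crossed pairing of the replicates called 512 genes (207 higher, 305 lower).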

Differences from the paper's values

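Fold changes here are 2 to the power of the log2 difference of the group means, written as the negative inverse where the arrays labelled KO were lower. For *Racgap1* the fold was 2.44, where the paper gives about 3.8 in Fig. 4A, read by eye. This fold lies within the spread between replicates of the paper's value, as that spread was 0.904 on the log2 scale for *Racgap1*. Of the alternatives set before the data were examined, leaving out WT replicate 2 (3.81) came closest to the paper's value. For *Wnt2b* the fold was 1.28, where the paper gives about 1.7 in Fig. 4A, read by eye. Centring each array (1.31), cyclic loess (1.32) and leaving out WT replicate 2 (1.44) or KO replicate 2 (1.5) brought it within the spread between replicates of the paper's value, and the other alternatives did not. For *Axin2* the fold was −1.02, where the paper gives about 1.2 in Fig. 4A, read by eye, and centring each array (1.00) and leaving out WT replicate 2 (1.11) or KO replicate 2 (1.02) brought it within the spread between replicates of the paper's value, and the others did not. For *Tlr2* the fold was −1.46, where the paper gives about −1.3 in Fig. 4A, read by eye, and the same 3 settings brought it within the spread between replicates of the paper's value (−1.42, −1.43 and −1.37), and the others did not. For *Lrp1* the fold was −1.75, where the paper gives about −2.7 in Fig. 4A, read by eye. This fold too lies within the spread between replicates of the paper's value, which was 0.886 on the log2 scale for *Lrp1*. Leaving out WT replicate 2 (−2.7) came closest, followed by cyclic loess (−1.84).

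Of 17 heat map genes, 16 had the sign of the paper's fold. A comparison of KO replicate 1 with WT replicate 1 alone, chosen after seeing the values, gave folds within 0.0492 of the paper's for all 17 genes with 17 of 17 signs shared, dropping none, whereas KO replicate 2 against WT replicate 2 alone left 16 of them differing. The paper's text does not say which arrays its folds compare.

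The paper states that transcripts of WNT targets and positive regulators increased. The tally goes the same way for 19 of 27 targets and for 28 of 49 ligands, receptors and activators, and with limma over all genes 0 of either list rose. Against WT replicate 1 alone, 19 targets were higher and 8 lower, and 33 ligands, receptors and activators higher and 16 lower. Against WT replicate 2 alone, these were 16 and 11, and 20 and 29, so the second tally turned with the WT array. The paper states that negative regulators were reduced, whereas 30 of 49 had a higher and 19 a lower mean here, and 0 passed limma's test, where 3 higher and 3 lower had an unadjusted p under 0.05. The paper's text does not say which heat map genes it counts as negative regulators. The heat map also holds *Axin1* (0.10 here) and the feedback inhibitor *Axin2* (−0.034 here), both with positive folds in the paper. Among the genes that the paper shows as lower there, *Dkk3* (−0.27), *Dkk4* (−0.23), *Lrp4* (−0.51) and *Lrp1* (−0.81) were lower on the log2 scale here too. In this order, the differences were −0.39, −0.18, −0.31 and −0.18 without WT replicate 1. They were −0.15, −0.27, −0.71 and −1.43 without WT replicate 2.

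In Fig. 4D the paper shows increased expression of *Axin2*, *Mycn*, *Fgfr2* and *Bmp4* after *Hmga2*-KO. On the arrays *Mycn* (0.93) and *Bmp4* (0.48) were higher, and *Axin2* (−0.034) and *Fgfr2* (−0.16) were lower, and none of the 4 passed limma's test. *Mycn* had 0.53 without WT replicate 1 and 1.32 without WT replicate 2. With all arrays it passed limma's test with the replicate number as a block (adjusted p = 0.0460) and not with cyclic loess (adjusted p = 0.116). *Bmp4*, whose groups overlap, had 0.061 without WT replicate 1 and 0.91 without WT replicate 2. Leaving out a WT replicate leaves a lone WT array, which cannot show whether a gene passes. *Axin2* turned positive with each array centred (0.0061), without WT replicate 2 (0.15) and without KO replicate 2 (0.029). The secreted WNT genes of Fig. 4F, *Wnt7b* (0.53), *Wnt2b* (0.35) and *Wnt11* (0.55), were higher as in the paper, without passing limma's test. Without WT replicate 2, their differences were 0.81, 0.52 and 0.76 in this order, and without WT replicate 1 they were 0.26, 0.18 and 0.33.

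The paper states that *Sftpc* expression was reduced and that *Scgb1a1* did not change significantly, both by qRT-PCR. Here *Scgb1a1*, a marker of club cells, fell, with a log2 difference of −2.69 (standard error 0.15, adjusted p = 0.00283 from limma), and *Sftpc* had −0.096 (standard error 0.13, adjusted p = 0.728). The log2 values of *Sftpc*, 14.13 and 14.05 in the WT arrays and 13.98 and 14.01 in those labelled KO, lie close to the highest of any probe set on these arrays (14.55 to 14.59), and whether its signal is saturated there, which would hide a fall, was not tested. The call on *Scgb1a1* ended without KO replicate 1 (−2.77, adjusted p = 0.177) and without KO replicate 2 (−2.60, adjusted p = 0.248). In Fig. 6B the paper shows lower transcript levels of *Gata6* and *Fzd2* after *Hmga2*-KO, whereas *Gata6* had 0.084 (adjusted p = 0.772) and *Fzd2* 0.29 (adjusted p = 0.494) here. *Fzd2* had 0.054 without WT replicate 1 and 0.53 without WT replicate 2.

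Among the pathways that Fig. 4A marks, the cell cycle (medians 0.88 and 0.98), DNA replication (0.38) and DNA repair (0.24) were higher, as in the figure. JAK-STAT (−0.30), Toll-like (−0.31) and RIG-I-like receptor signaling (−0.11) were lower, also as there. Replication and repair are Reactome sets here and the others lists written by hand. The Reactome mitotic cell cycle had 0.33. The Reactome sets of Toll-like receptor cascades (−0.037, adjusted p = 0.232 from camera) and of RIG-I and MDA5 (−0.10, 0.0634) were not shifted. The cyclins of Fig. 2F, *Ccne1* (1.1), *Ccne2* (1.1) and *Ccnd2* (0.54), were higher as well, without passing limma's test. *Ccne1* and *Ccne2* had 0.75 and 0.60 without WT replicate 1 and 1.45 and 1.61 without WT replicate 2. *Ccnd2* had 0.44 and 0.64 in these settings, which leave a lone WT array and cannot show whether a gene passes. *Ccne1* and *Ccne2* passed limma's test with the replicate number as a block (adjusted p = 0.0194 and 0.0390) and not with cyclic loess (adjusted p = 0.0659 and 0.133).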

Other observations

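Genes of differentiated alveolar epithelium were much lower in the arrays labelled KO. Of 27 measured genes of alveolar type II cells and surfactant, 24 had a lower mean, 10 fell over all genes and 22 fell and 1 rose adjusted over the list alone (adjusted p = 8.22e-18 from camera, 0.434 with an estimated correlation, 0.0220 from fry). They include the lysozyme gene *Lyz1* (−3.90, standard error 0.22, adjusted p = 0.00283 from limma), the desaturase gene *Scd1* (−3.07, standard error 0.13, adjusted p = 0.00149) and the calcium-binding protein gene *S100g* (−2.32, standard error 0.13, adjusted p = 0.00283). *Chil1* had log2 values of 13.52 and 13.37 in the WT arrays and 7.91 and 7.48 in those labelled KO. Of 21 genes of alveolar type I cells, 19 had a lower mean, 4 fell over all genes and 17 fell and 1 rose adjusted over the list alone (adjusted p = 7.55e-12 from camera, 0.434 with an estimated correlation, 0.0481 from fry). The 4 are the water channel gene *Aqp5* (−2.20), *Rtkn2* (−2.49), *Spock2* (−1.71) and the sodium channel gene *Scnn1g* (−1.05). Medians against WT replicates 1 and 2 alone were −0.64 and −0.63 for type II and −0.77 and −0.58 for type I cells. Over all genes, 19 type II genes fell and 0 rose without WT replicate 1, where limma's unadjusted p was under 0.05 for 1 higher, and 21 fell and 3 rose without WT replicate 2, while 16 type I genes fell and 1 rose in either setting. Without KO replicate 1, 1 type II gene and 0 type I genes fell, where 17 and 12 lower had an unadjusted p under 0.05, and without KO replicate 2 limma called 0 of either, where 15 and 12 had. In these settings 13 and 11 type II genes and 11 and 11 type I genes fell adjusted over the list alone. Over all genes, 7 type I genes fell with cyclic loess and with trend and robust, and 9 fell and 1 rose without the dimmest 40 percent of genes. Of 14 genes of club cells (median −0.43, adjusted p = 4.53e-06, 0.662 with an estimated correlation), *Scgb1a1*, *Hp* (−1.19), *Gabrp* (−1.15) and *Cbr2* (−0.99) fell over all genes. In contrast, distal tip progenitors (16 genes, median 0.17, adjusted p = 0.0105) and general epithelium (24 genes, median 0.10, adjusted p = 0.0160) were shifted upward in camera, with adjusted p = 0.662 and 0.671 with an estimated correlation, and 0 of their genes passed limma's test, where 3 higher, and 5 higher and 2 lower, had an unadjusted p under 0.05. Both calls ended with cyclic loess (adjusted p = 0.111 and 0.320), without the dimmest 40 percent of genes (0.0792 and 0.186) and without WT replicate 1 (0.113 and 0.221), where the medians were 0.039 and −0.023. Over all alternatives the adjusted p ran from 0.00936 to 0.662 for distal tip progenitors and from 7.66e-04 to 0.671 for epithelium.

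Genes of the interferon response were lower too. Of 25 measured, 24 had a lower mean, 8 fell over all genes and 20 adjusted over the list alone, a count of 13 without the dimmest 40 percent of genes (adjusted p = 3.52e-18 from camera, 0.662 with an estimated correlation), among them *Rtp4* (−2.40, standard error 0.15, adjusted p = 0.00339) and *Usp18* (−1.37, standard error 0.15, adjusted p = 0.0242). The median of this list was −1.18 against WT replicate 1 alone and −0.77 against WT replicate 2 alone, and −1.04 without KO replicate 1 and −0.91 without KO replicate 2. Over all genes, 18 of its genes fell without WT replicate 1 and 21 without WT replicate 2. With limma 0 passed without KO replicate 1, where 19 had an unadjusted p under 0.05, or without KO replicate 2, where 16 had. The Reactome set of interferon signaling (120 genes, median −0.17) had an adjusted p of 1.37e-04 from camera and 0.779 with an estimated correlation. Macrophages and monocytes (25 genes, median −0.43, adjusted p = 4.09e-08), where *Lyz2* (−1.76) and *Ctss* (−0.86, adjusted p = 0.0487 from limma) fell over all genes, neutrophils (15 genes, median −0.31, adjusted p = 1.81e-06), where *Lcn2* (−3.28) fell, and endothelium (24 genes, median −0.24, adjusted p = 9.58e-04), where the carbonic anhydrase gene *Car4* (−3.00) fell, were lower as lists, with adjusted p = 0.662, 0.535 and 0.662 with an estimated correlation. The call on *Ctss* ended with trend and robust (adjusted p = 0.0623), and over all alternatives its adjusted p ran from 6.77e-07 to 0.936. Cardiac and skeletal muscle genes were higher as a list (20 genes, median 0.28, adjusted p = 1.30e-04, 0.662 with an estimated correlation), with *Nppa* as the member past the threshold and 7 that rose adjusted over the list alone. Against WT replicate 2 alone, the median was 0.57 for cardiac and skeletal muscle and −0.33 for endothelium. Without WT replicate 2 the calls on cardiac and skeletal muscle (0.23, adjusted p = 0.167) and on endothelium (−0.15, adjusted p = 0.0820) ended, and over all alternatives their adjusted p ran from 8.46e-15 and 7.47e-08 to 0.662. The list of mesenchyme and fibroblasts was not shifted (30 genes, median 0.0035, adjusted p = 0.181), although *Lum* and the proteoglycan gene *Dcn* (1.13, standard error 0.16, adjusted p = 0.0455) rose. Without WT replicate 1 camera called the list upward (adjusted p = 0.0183), while its median was −0.066.

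The largest higher differences among genes past the threshold, after *Lum*, were *Far2* (1.83), *Nppa*, *Tmem54* (1.74), *Ptn* (1.23), *Ntm* (1.22), *Ankrd1* (1.22), *Hells*, *Phgdh* (1.18) and *Cfi* (1.16). The largest lower differences, after *Chil1* and *Lyz1*, were *Pon1* (−3.79), *Saa3* (−3.37), *Hc* (−3.34), *Lcn2*, *Inmt* (−3.16), *Scd1*, *Sftpd* and *Car4*.

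Other lists shifted in camera were glucocorticoid response (20 genes, median −0.22, adjusted p = 0.00983), hypoxia response (16 genes, −0.34, 0.0102), ciliated cells (20 genes, −0.16, 0.0160), liver (11 genes, −0.17, 0.0405) and cartilage (14 genes, 0.098, 0.0405), all with an adjusted p = 0.662 with an estimated correlation. Without WT replicate 2 each of these calls ended, with an adjusted p of 0.167 for glucocorticoid response, ciliated cells and liver, 0.173 for hypoxia response and 0.483 for cartilage. The call on liver ended also with cyclic loess (0.236) and without KO replicate 1 (0.0739), and that on cartilage with cyclic loess (0.0527), without the dimmest 40 percent (0.803) and without KO replicate 2 (0.191). In the 5 lists, *Lcn2* and *Klf9* (−0.98), *Sec14l3* (−0.89, adjusted p = 0.0499 from limma) and *Trf* (−1.44) fell over all genes. The call on *Sec14l3* ended with the mean of all probe sets (adjusted p = 0.0514), and over all alternatives its adjusted p ran from 8.49e-08 to 0.936. Lists that camera did not call were dissection stress (16 genes, median −0.17, adjusted p = 0.316), where *Ier3* (−1.08) fell and the list passed without WT replicate 1 (−0.29, adjusted p = 0.00265), lipid synthesis (18 genes, −0.032, 0.488), where *Scd1* fell and the list passed without WT replicate 1 (−0.090, adjusted p = 0.00992), mesothelium (10 genes, −0.021, 0.495), where *Msln* (−1.42) fell, esophagus and thymus epithelium (13 genes, −0.066, 0.495), where *Krt4* (0.89) rose and the mean of the genes was 0.052, smooth muscle and pericytes (18 genes, 0.11, 0.0878), megakaryocytes and platelets (5 genes, −0.34, 0.0665), T and B cells (16 genes, −0.12, 0.0964), the HMGA2 and LIN28 network (14 genes, 0.096, 0.0924), neuroendocrine cells (12 genes, 0.0045, 0.253), nerve and glia (11 genes, 0.016, 0.270), lymphatic endothelium (6 genes, −0.21, 0.308) and erythroid cells (18 genes, −0.11, 0.464). Megakaryocytes and platelets passed with each array centred (adjusted p = 0.0449), with cyclic loess (0.0161), without the dimmest 40 percent of genes (0.0386) and without WT replicate 1 (0.00153).

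Among the Reactome sets not given so far, interleukin signaling (87 genes, median −0.073, adjusted p = 0.0272 from camera), cholesterol biosynthesis (21 genes, 0.081, 0.0385) and Hedgehog signaling (106 genes, 0.13, 3.75e-04) were shifted, with adjusted p = 0.779 for each with an estimated correlation, and extracellular matrix organization (243 genes, −0.078, 0.536), smooth muscle contraction (24 genes, −0.036, 0.473), FGFR2 signaling (122 genes, −0.035, 1.00) and hemostasis (395 genes, −0.075, 0.168) were not. Hemostasis held 5 genes that fell over all genes and the matrix set 2 that rose and 3 that fell.

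Other genes that the paper names had small differences that did not pass limma's test: *Vim* −0.060 (adjusted p = 0.837), *Acta2* 0.16 (0.616), *Ctnnb1* 0.079 (0.784), *Lrp6* 0.032 (0.918), *Cdh1* 0.017 (0.962), *Tuba1a* 0.047 (0.877), *Dkk1* 0.14 (0.622), *Tgfb1* −0.22 (0.632), *Nkx2-1* 0.11 (0.70) and *Foxa2* 0.19 (0.597). *Lmnb1*, a protein of the nuclear lamina, had 0.90 (0.108). Of these, *Ctnnb1*, *Lrp6*, *Cdh1* and *Tuba1a* turned negative with cyclic loess, and *Tgfb1* had −0.50 without WT replicate 1 and 0.060 without WT replicate 2.

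On every array the Y-linked genes *Uty*, *Kdm5d* and *Eif2s3y* lay between 9.21 and 10.22 and *Xist* between 5.39 and 5.68, so these genes do not separate the groups by the sex of the embryos.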
